# Transcriptional regulation of adipocyte lipolysis by IRF2BP2

**DOI:** 10.1126/sciadv.ads5963

**Published:** 2025-01-03

**Authors:** Yang Chen, Lin Liu, Ryan Calhoun, Lan Cheng, David Merrick, David J. Steger, Patrick Seale

## Abstract

Adipocyte lipolysis controls systemic energy levels and metabolic homeostasis. Lipolysis is regulated by posttranslational modifications of key lipolytic enzymes. However, less is known about the transcriptional mechanisms that regulate lipolysis. Here, we identify interferon regulatory factor–2 binding protein 2 (IRF2BP2) as a transcriptional repressor of adipocyte lipolysis. Deletion of *IRF2BP2* in human adipocytes increases lipolysis without affecting glucose uptake, whereas IRF2BP2 overexpression decreases lipolysis. RNA sequencing, and chromatin immunoprecipitation sequencing analyses show that IRF2BP2 represses lipolysis-related genes, including *LIPE*, which encodes hormone sensitive lipase, the rate-limiting enzyme in lipolysis. Adipocyte-selective deletion of *Irf2bp2* in mice increases *Lipe* expression and free fatty acid levels, resulting in adipose tissue inflammation and glucose intolerance. Together, these findings demonstrate that IRF2BP2 restrains adipocyte lipolysis and opens avenues to target lipolysis for the treatment of metabolic disease.

## INTRODUCTION

Adipocytes play a central role in regulating systemic energy levels and metabolic health. Adipocytes store energy as triglyceride in lipid droplets and release energy in the form of free fatty acids (FFAs) and glycerol through lipolysis (*1*). Adipocytes display remarkable plasticity and undergo dynamic changes in their metabolic program in response to many physiologic and pathologic stimuli.

Lipolysis is activated under conditions of energy demand, such as during fasting or exercise. Triglycerides are cleaved into diacylglycerol and fatty acids by the enzyme adipose triglyceride lipase (ATGL), followed by the hydrolysis of diacylglycerol into monoacylglycerol and fatty acids through the action of hormone-sensitive lipase (HSL; encoded by the *LIPE* gene). FFAs and glycerol are released into the bloodstream to provide fuel for other organs. Excessive or dysregulated adipocyte lipolysis leads to ectopic fat deposition in liver, muscle, pancreas, and other organs, driving insulin resistance and glucose intolerance (*2*–*4*). Aberrant lipolysis can also lead to hyperlipidemia and cardiometabolic abnormalities (*5*, *6*). Mutations in key lipolysis genes (e.g., *PNPLA2* and *LIPE*) are associated with human metabolic and cardiac dysfunction, such as lipodystrophy, insulin resistance, and cardiac myopathy (*7*, *8*).

Adipocyte lipolysis is activated by the sympathetic nervous system and various hormones, including cortisol, glucagon, and natriuretic peptides (*4*, *9*–*12*). These stimuli lead to the phosphorylation and activation of lipolysis enzymes ATGL and HSL (*13*–*15*). Conversely, insulin acts on adipocytes to restrain lipolysis (*11*, *16*, *17*). The function of ATGL and HSL are also regulated by other pathways such as cyclic adenosine monophosphate activators, fibroblast growth factor–1, serotonin, and inflammatory factors (*18*–*24*). However, there has been limited research on the transcriptional regulation of lipolysis. Transcriptional mechanisms may be especially important for determining the rate of basal lipolysis. Peroxisome proliferator–activated receptor γ (PPARγ), liver X receptor α, and steroidogenic factor-1 regulate *LIPE* expression in adipocytes (*25*–*27*). Identifying additional transcription factors that regulate lipolysis may provide new therapeutic avenues to ameliorate and/or prevent insulin resistance and related cardiometabolic disorders.

Interferon regulatory factor–2 binding protein 2 (IRF2BP2) is a transcriptional cofactor that governs diverse biological processes including macrophage inflammatory responses, lymphocyte differentiation, cardiomyocyte hypertrophy, and hepatic steatosis (*28*–*31*). IRF2BP2 was first described as an IRF2-dependent transcriptional corepressor but is also reported to activate target genes in certain contexts (*32*, *33*). Notably, *IRF2BP2* variants identified from genome-wide association studies are associated with circulating lipid levels and coronary artery disease risk (*34*). However, the role of IRF2BP2 in regulating adipocyte function was unknown.

In this study, we found that IRF2BP2 represses lipolysis in adipocytes and that this action is required to maintain systemic metabolic homeostasis. In human adipocytes, deletion of *IRF2BP2* elevates lipolysis, whereas overexpression (OE) of IRF2BP2 suppresses lipolysis. Integrated analysis of RNA sequencing (RNA-seq) and chromatin immunoprecipitation sequencing (ChIP-seq) results show that IRF2BP2 binds and represses lipolysis-related genes, including *LIPE*, which encodes the rate-limiting lipolysis enzyme HSL. Adipocyte-selective deletion of *Irf2bp2* in mice increases *Lipe* expression and elevates circulating FFA levels. Consequently, *Irf2bp2* mutant mice exhibit increased adipose tissue and systemic inflammation and glucose intolerance. Together, our results demonstrate that adipocyte IRF2BP2 regulates whole body metabolic homeostasis through transcriptional repression of *LIPE* expression and lipolysis.

## RESULTS

### Loss of *IRF2BP2* increases lipolysis in human adipocytes

First, we evaluated the expression of *IRF2BP2* during human adipocyte differentiation. Primary human adipose tissue–derived precursor cells (hAPCs) were induced to differentiate into lipid droplet–containing adipocytes that expressed high levels of adipocyte-selective genes (*ADIPOQ*, *FABP4*, *PPARG*, and *LIPE*) by day 14 (fig. S1, A to C). *IRF2BP2* mRNA levels decreased by ~50% at day 7 and remained lower in mature adipocytes compared to hAPCs (Fig. 1A). Analysis of a single nucleus RNA-seq dataset from human adipose tissue also showed lower *IRF2BP2* mRNA levels in adipocytes relative to hAPCs (fig. S1, D and E) (*35*).

**Fig. 1.**
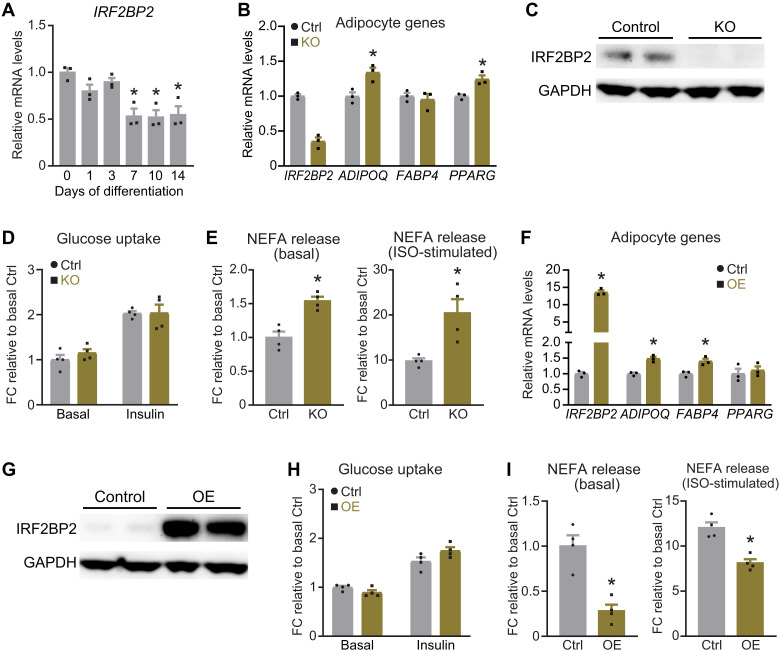
IRF2BP2 regulates adipocyte lipolysis. (**A**) Relative *IRF2BP2* mRNA levels during human adipocyte differentiation (*n* = 3 in each time point). (**B** to **E**) hAPCs were transduced with *IRF2BP2*-targeting (KO) CRISPR lentivirus or nontargeting control lentivirus (Ctrl), and differentiated into adipocytes for 14 days. (B) Relative mRNA levels of *IRF2BP2* and adipocyte marker genes (*ADIPOQ*, *FABP4*, and *PPARG*). (C) Western blot analysis of IRF2BP2 and glyceraldehyde phosphate dehydrogenase (GAPDH) (loading control) protein levels. (D) Glucose uptake in Ctrl and KO adipocytes treated with either phosphate-buffered saline (PBS) or 10^−8^ M insulin. (E) NEFA levels in culture medium from Ctrl and KO adipocytes under basal conditions or following stimulation with 10^−6^ M isoproterenol (ISO). (**F** to **I**) hAPCs were transduced with IRF2BP2-expressing (OE) or GFP-expressing lentivirus (Ctrl) and differentiated into adipocytes for 14 days. (F) Relative mRNA levels of *IRF2BP2*, *ADIPOQ*, *FABP4*, and *PPARG*. (G) Western blot analysis of IRF2BP2 and GAPDH (loading control) protein levels. (H) Glucose uptake in Ctrl and OE adipocytes treated with either PBS or 10^−8^ M insulin. (I) NEFA levels in culture medium from Ctrl and OE adipocytes under basal conditions or following stimulation with 10^−6^ M ISO. Unpaired two-tailed Student’s *t* tests were used in (B), (E), (F), and (I). One-way analysis of variance (ANOVA) followed by Dunnett multiple comparisons test was applied in (A). *P < 0.05.

To evaluate the function of IRF2BP2 in human adipocytes, we deleted *IRF2BP2* in hAPCs using a lentiviral CRISPR system and induced adipocyte differentiation for 14 days. *IRF2BP2* mRNA levels were markedly reduced, and protein levels were near absent in *IRF2BP2*-knockout (KO) cells compared to control cells (transduced with nontargeting single-guide RNA) (Fig. 1, B and C). Deletion of *IRF2BP2* had a minimal effect on the adipocyte differentiation process and slightly increased the expression levels of adipocyte marker genes *ADIPOQ* and *PPARG* (Fig. 1B). *IRF2BP2* KO and control adipocytes (at day 14) exhibited equivalent levels of basal and insulin-stimulated glucose uptake (Fig. 1D). *IRF2BP2* KO adipocytes released significantly higher levels of nonesterified fatty acids (NEFAs) and glycerol into the culture medium under basal conditions, as compared to control cells (Fig. 1E and fig. S1F). Isoproterenol treatment greatly increased lipolysis (NEFA and glycerol release) in control and *IRF2BP2* KO adipocytes, with the KO adipocytes attaining ~2-fold higher levels of lipolysis than control cells (Fig. 1E and fig. S1F).

### IRF2BP2 OE in human adipocytes decreases lipolysis

To determine whether IRF2BP2 OE could reduce lipolysis, we transduced hAPCs with control [green fluorescent protein (GFP)] or IRF2BP2-expressing lentivirus and induced adipocyte differentiation for 14 days. IRF2BP2 OE cells expressed high levels of *IRF2BP2* mRNA and protein and slightly increased expression levels of *ADIPOQ* and *FABP4* (Fig. 1, F and G). Control and IRF2BP2-OE adipocytes displayed similar rates of glucose uptake under basal conditions and following insulin stimulation (Fig. 1H). Notably, IRF2BP2 expression decreased lipolysis (NEFA and glycerol release) by ~70% under basal conditions and significantly decreased lipolysis following isoproterenol treatment (Fig. 1I and fig. S1G). Together, these results demonstrate that IRF2BP2 represses lipolysis in human adipocytes without influencing the differentiation process or glucose uptake.

### IRF2BP2 represses lipolysis-related genes in adipocytes

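RNA of adipocytes differentiated for 14 days from human adipocyte precursor cells (hAPCs), which are primary cells isolated from subcutaneous fat, was sequenced in a KO and an OE experiment. The KO experiment compared cells given a nontargeting guide RNA (Ctrl) with cells given a CRISPR guide against *IRF2BP2* (KO), and the OE experiment compared cells transduced with GFP and with *IRF2BP2* lentivirus. Each of the 4 groups had 2 libraries. The authors trimmed the read pairs with TrimGalore, estimated transcript abundance with kallisto against GRCh38 and deposited estimated counts for 35483 gene symbols, without normalization, in a separate table for each experiment. Libraries held 19474236 and 18581501 estimated counts in Ctrl, 18129743 and 20329477 in KO, 19902962 and 27431657 in GFP, and 25870301 and 31439716 in OE. At these depths 3 counts correspond to between 0.0954 and 0.165 CPM (counts scaled to a common library total). No value above 0 was a whole number, so the values were rounded before testing. Values between 0.5 and 1.5 centred on 0.995 to 1.01 in the 8 libraries, and 71.0% to 74.8% of them lay within 5% of that centre, so low values stay close to whole reads. Whether a scaling for transcript length was applied when transcripts were summed to genes is not known, which limits CPM as a measure of reads. Each table was normalized by the TMM method and tested alone with the quasi-likelihood test of edgeR and Benjamini-Hochberg adjustment, at the paper's false discovery rate (FDR) of 0.1. After edgeR's filter on low counts, 14052 genes were tested in KO and 15606 in OE. In simulated data with 200 changed genes, the test recovered 88.0% of them in KO and 92.5% in OE, and 15.4% and 15.9% of its calls were false, above the nominal rate. The simulated changes were large: raised genes had median estimated log2 fold changes of 0.967 in KO and 0.998 in OE. They were made in better expressed genes only, and recovery of smaller changes was not simulated. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333, so the adjusted p rests on the spread shared across genes.

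*IRF2BP2*, the targeted gene, lies on the minus strand of chromosome 1 of GRCh38 from 234604269 to 234610178. It stood at 54.4 and 51.5 CPM in the Ctrl libraries and at 72.7 and 83.8 CPM in the libraries labelled KO, a log2 fold change of 0.56 (SE 0.09, edgeR adjusted p = 0.043). Both libraries labelled KO were above both Ctrl libraries, the reverse of the direction of a loss of transcript. The 10 alternative processings gave log2 fold changes between 0.49 and 0.57, the lowest with library size in place of TMM. In the OE experiment *IRF2BP2* rose from 59.5 and 68.8 CPM in GFP to 195 and 197 CPM in OE, a log2 fold change of 1.61 (SE 0.09, edgeR adjusted p = 6.3e-04). Of the 31-base words of its transcripts, 12.0% also occur in transcripts of 2 other genes. Because its own mRNA runs against the label, the KO group is called the libraries labelled KO, and every direction given for it rests on the label.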

To identify IRF2BP2-regulated genes and pathways in adipocytes, we performed RNA-seq analysis of *IRF2BP2*-KO and *IRF2BP2*-OE adipocytes and their respective control adipocytes (Fig. 2, A and B, and fig. S2, A to F). These studies identified high confidence sets of IRF2BP2-repressed genes (163 genes up-regulated in KO and down-regulated in OE cells) and IRF2BP2-activated genes (175 genes down-regulated in KO and up-regulated in OE cells). 

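At an FDR of 0.1 by edgeR's quasi-likelihood test, 394 genes were higher and 278 lower in the libraries labelled KO than in Ctrl, and 546 were higher and 456 lower in OE than in GFP. With library size in place of TMM, the KO counts became 252 higher and 480 lower, so that the share of calls that were higher went from 58.6% to 34.4%, and the overlaps given next became 78 and 139 genes. Of the 13904 genes tested in both experiments, 114 were higher in the libraries labelled KO and lower in OE, where 12.6 would be expected by chance (odds ratio 16.3, two-sided Fisher's exact test, p = 2.0e-79). Another 106 were lower in the libraries labelled KO and higher in OE, against 9.94 by chance (odds ratio 21.1, two-sided Fisher's exact test, p = 1.7e-82). Genes are not independent of each other, so these p-values overstate the evidence. Only 24 genes were higher in both (14.3 by chance, Fisher's exact test, p = 0.013) and 5 were lower in both (8.72 by chance, Fisher's exact test, p = 0.29). The remaining 1122 genes past the threshold passed it in one experiment. The threshold moved the overlaps most, to 341 and 336 genes at an unadjusted p under 0.05. Across the 13904 genes, the log2 fold changes of the 2 experiments correlated at a Pearson r of -0.142 and a Spearman rho of -0.154, and across the 1371 genes past the threshold in either at -0.337 and -0.429. These correlations run across genes, which are not independent replicates, and the experiments share no library. Without a filter on low counts the Pearson r over all genes was -0.035.

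**Figure D1:**
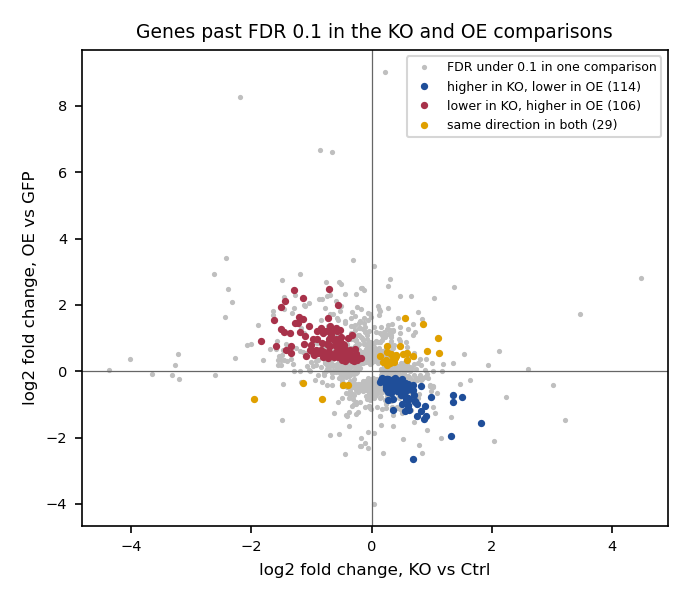
Log2 fold change of each gene past an FDR of 0.1 in at least one experiment, in the libraries labelled KO against Ctrl (x axis) and in OE against GFP (y axis), each point a gene. The 114 genes at the lower right and the 106 at the upper left passed the threshold in both with opposite directions, and 29 passed it in both with the same direction.

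By this opposition between the 2 experiments the paper defines its sets: it calls a gene repressed by IRF2BP2 when deletion raises and overexpression lowers it, and activated by IRF2BP2 when deletion lowers and overexpression raises it.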

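Gene lists for fatty acid oxidation (42 genes) and for lipolysis and lipid catabolism (42 genes) were written by hand and are not the database terms of the paper. Among the 114 genes higher in the libraries labelled KO and lower in OE, 4 of the 42 fatty acid oxidation genes tested in both experiments were found, against 0.344 expected by chance (one-sided Fisher's exact test, adjusted p = 0.0011 over 24 tests). The lipolysis list had 5 of its 39 tested genes there, against 0.320 by chance (adjusted p = 7.5e-05 by the same Fisher's exact test). The over-representation was not confined to these 2 lists. By the same Fisher's exact test, lipogenesis had 7 of 24 genes (adjusted p = 5.1e-09) and hypoxia response 7 of 36 (adjusted p = 8.5e-08). Adipocyte markers had 4 of 26 (Fisher's exact test, adjusted p = 2.2e-04). Without the genes that Fig. 2, E, G, and H names, the adjusted p was 0.15 for fatty acid oxidation and 0.015 for lipolysis by Fisher's exact test. For lipogenesis, hypoxia response and adipocyte markers it was then 0.045, 0.11 and 6.7e-04 by the same Fisher's exact test. At an FDR of 0.05 the lipolysis list kept 1 gene (Fisher's exact test, adjusted p = 0.33), the largest shift.

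As whole lists, tested with limma's camera at a preset inter-gene correlation of 0.01, fatty acid oxidation genes had a median log2 fold change of 0.17 in the libraries labelled KO (36 of 42 genes higher, limma adjusted p = 9.2e-09) and -0.10 in OE (13 of 42 higher, limma adjusted p = 0.0065). Single genes past the FDR were 12 higher in the libraries labelled KO and 4 lower in OE. These became 17 and 9 when adjusted over the list alone. Lipolysis genes had medians of 0.18 in the libraries labelled KO (30 of 39 higher, limma adjusted p = 3.2e-08) and -0.13 in OE (10 of 41 higher, limma adjusted p = 1.8e-05). There 9 genes were higher in the libraries labelled KO and 10 lower in OE over all genes tested. Adjusted over the list alone, 17 were higher and 1 lower in the libraries labelled KO, and 2 higher and 11 lower in OE. With library size in place of TMM, the medians in the libraries labelled KO fell to 0.10 for each list (28 of 42 and 28 of 39 genes higher), and camera still passed (limma adjusted p = 2.6e-06 and 3.3e-06). With limma's fry in place of camera, both lists in the libraries labelled KO and lipolysis in OE stayed past 0.05 (0.024, 0.014 and 0.042), and fatty acid oxidation in OE did not (0.090). With camera's correlation estimated from the data none of these 4 did, the lowest adjusted p being 0.088 for lipolysis in the libraries labelled KO. The shifts were not specific to genes of lipid breakdown. Adipocyte markers, 7 of which are on the lipolysis list, had medians of 0.15 in the libraries labelled KO and -0.13 in OE. Lipogenesis genes had 0.24 and -0.23.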

Pathway analysis of IRF2BP2-repressed genes identified “fatty acid oxidation” and “lipid catabolic process” as top-ranking terms (Fig. 2C and fig. S2G). Notably, the IRF2BP2-repressed gene set included several classical lipolysis-related genes e.g., *LIPE*, *HSD11B1*, and *PNPLA2* (Fig. 2E). 

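*LIPE*, which encodes hormone-sensitive lipase, lies on the minus strand of chromosome 19 of GRCh38 from 42401514 to 42427388. Its TMM-normalized level was 693 ± 2.97 CPM (SD, n = 2) in Ctrl and 902 ± 14.0 CPM (SD, n = 2) in the libraries labelled KO, a log2 fold change of 0.38 (SE 0.04, edgeR adjusted p = 0.0089). In the OE experiment it was 1057 ± 33.4 CPM in GFP and 903 ± 16.3 CPM in OE (SD, n = 2 each), a log2 fold change of -0.23 (SE 0.05, edgeR adjusted p = 0.076). In both experiments the groups did not overlap, and with any single library left out the log2 fold change stayed between 0.37 and 0.40 in the KO experiment and between -0.26 and -0.20 in the OE experiment. Under the 10 alternative processings the edgeR or DESeq2 adjusted p reached at most 0.018 in the libraries labelled KO and 0.19 in OE. *LIPE* transcripts share 7.97% of their 31-base words with the antisense gene *LIPE-AS1*, and the counting is not stated to use strand.

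**Figure D2:**
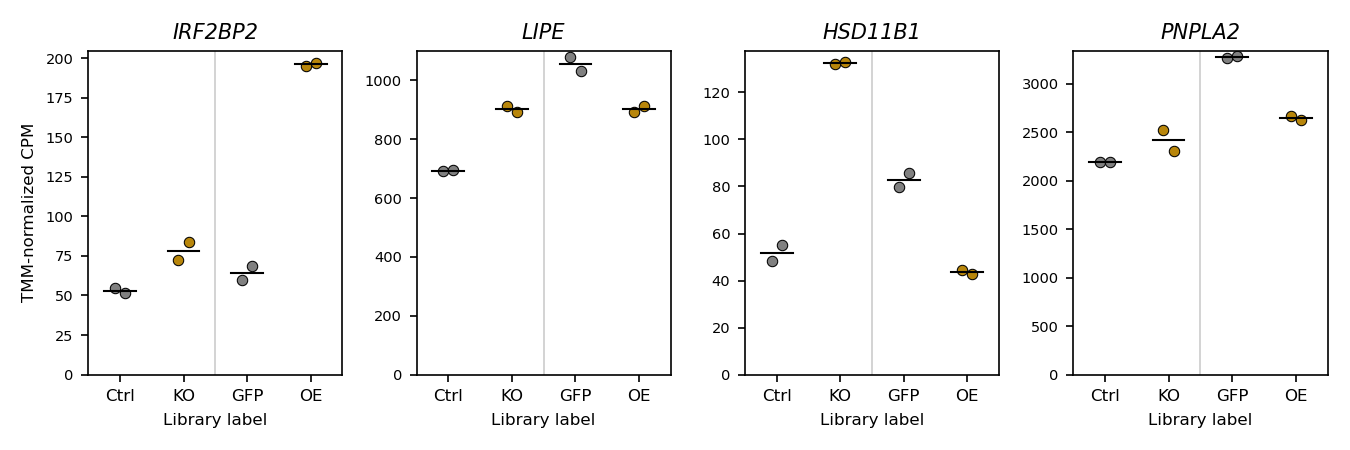
TMM-normalized CPM (y axis, from 0) of *IRF2BP2*, *LIPE*, *HSD11B1* and *PNPLA2* in each library of the 4 groups (x axis); points are libraries, bars are the means of 2, and a grey line parts the experiments, which were normalized separately. *LIPE* and *HSD11B1* are higher in both libraries labelled KO than in Ctrl and lower in both OE libraries than in GFP.

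*HSD11B1*, on chromosome 1 from 209686178 to 209734949, encodes a steroid dehydrogenase. It rose from 51.7 ± 4.99 CPM in Ctrl to 133 ± 0.689 CPM in the libraries labelled KO (SD, n = 2 each; log2 fold change 1.36, SE 0.08, edgeR adjusted p = 0.0029). It went from 82.8 ± 4.20 CPM in GFP to 43.5 ± 1.29 CPM in OE (log2 fold change -0.93, SE 0.08, edgeR adjusted p = 0.0032). *PNPLA2*, which encodes adipose triglyceride lipase, lies on chromosome 11 from 818914 to 825573. It differed less from Ctrl in the libraries labelled KO, where it was 2417 ± 151 CPM against 2193 ± 3.45 CPM (log2 fold change 0.14, SE 0.05, edgeR adjusted p = 0.21). Both libraries labelled KO were above both Ctrl libraries, but the difference did not pass the threshold. The log2 fold change ran from 0.06 to 0.15 over the 10 alternatives and from 0.08 to 0.20 with single libraries left out. Of the 10 alternatives, no filter on low counts was the one that called *PNPLA2* there (edgeR adjusted p = 0.012). Its unadjusted p of 0.022 passes the 0.05 at which the volcano plots were coloured. In OE it was lower, at 2645 ± 29.6 CPM against 3273 ± 15.9 CPM in GFP (log2 fold change -0.31, SE 0.04, edgeR adjusted p = 0.017).

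Of the 9 lipolysis genes of Fig. 2E, 8 were tested in the KO experiment, where 4 were higher and 1 lower past the FDR, and 9 in OE, where 1 was higher and 4 lower. Adjusted over the list alone, 6 were higher and 1 lower in the libraries labelled KO and the OE counts stayed at 1 and 4. *NPR1* rose by a log2 fold change of 0.42 in the libraries labelled KO (edgeR adjusted p = 0.010) and had -0.27 in OE (edgeR adjusted p = 0.077), with the groups apart in both experiments. *PRKACA* did not pass in either experiment (edgeR adjusted p = 0.22 and 0.60), though without a filter on low counts it was called higher in the libraries labelled KO (log2 fold change 0.29, edgeR adjusted p = 0.092). *ABHD5* was at -0.12 in the libraries labelled KO (edgeR adjusted p = 0.80) and -0.35 in OE (edgeR adjusted p = 0.38), and leaving out single libraries moved its value in the libraries labelled KO from -0.38 to 0.10. *ADRB3* was below 0.5 CPM in every library of the KO experiment and was not tested there, and in OE its log2 fold change was -0.92 (edgeR adjusted p = 0.37).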

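The 106 genes lower in the libraries labelled KO and higher in OE held 5 of 56 tested genes of a hand-written cell migration list (0.427 expected by chance, one-sided Fisher's exact test, adjusted p = 2.3e-04). They held 3 of 44 ossification genes (0.335 by chance, Fisher's exact test, adjusted p = 0.012) and 12 of 70 genes of extracellular matrix organization (0.534 by chance, Fisher's exact test, adjusted p = 1.8e-12). A hand-written list of contractile genes of smooth muscle type had more, 15 of 30 (Fisher's exact test, adjusted p = 2.1e-23). Without the genes named in Fig. 2, E, G, and H, the Fisher's exact test gave an adjusted p of 0.19 for migration, 1 for ossification, where no gene was left, and 0.0095 for the matrix list. The contractile list then had 4 of 19 (Fisher's exact test, adjusted p = 2.7e-04).

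Tested as whole lists with camera, migration genes had a median log2 fold change of -0.17 in the libraries labelled KO (11 of 56 genes higher, limma adjusted p = 2.6e-09) and 0.13 in OE (40 of 58 higher, limma adjusted p = 2.1e-07). Over all genes tested, 12 were lower and none higher in the libraries labelled KO, and 14 were higher and 2 lower in OE. The same counts were 20 lower and 3 higher, and 18 higher and 5 lower, adjusted over the list alone. Ossification genes had medians of -0.03 and 0.10 (20 of 45 and 25 of 46 genes higher, limma adjusted p = 0.0031 and 1.8e-04). In that list 7 genes were lower and 3 higher in the libraries labelled KO, and 9 higher and 4 lower in OE. The counts were 12 lower and 6 higher, and 11 higher and 5 lower, when adjusted over the list alone. Matrix genes split in the libraries labelled KO, with a median of -0.01, 15 higher and 14 lower (34 of 70 above 0, limma adjusted p = 0.35), while in OE the median was 0.31, with 36 higher and 2 lower (60 of 70 above 0, limma adjusted p = 1.4e-54). There were 23 higher and 21 lower in the libraries labelled KO, and 50 higher and 7 lower in OE, adjusted over the list alone. With library size in place of TMM the matrix list passed in the libraries labelled KO as well (limma adjusted p = 0.0096). Its median there was then -0.09, with 28 of 70 genes above 0, and 8 were called higher and 18 lower. The even split thus depends on the normalization. Under library size the migration and ossification medians in those libraries were -0.24 and -0.11. Under fry, migration in both experiments and ossification and matrix genes in OE stayed past 0.05, and ossification in the libraries labelled KO did not (limma adjusted p = 0.073). Under camera with an estimated correlation none of the 3 lists passed in either experiment.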

IRF2BP2-activated genes were enriched for pathways related to “cell migration,” “ossification,” and “extracellular matrix organization” (Fig. 2D and fig. S2H).

**Fig. 2.**
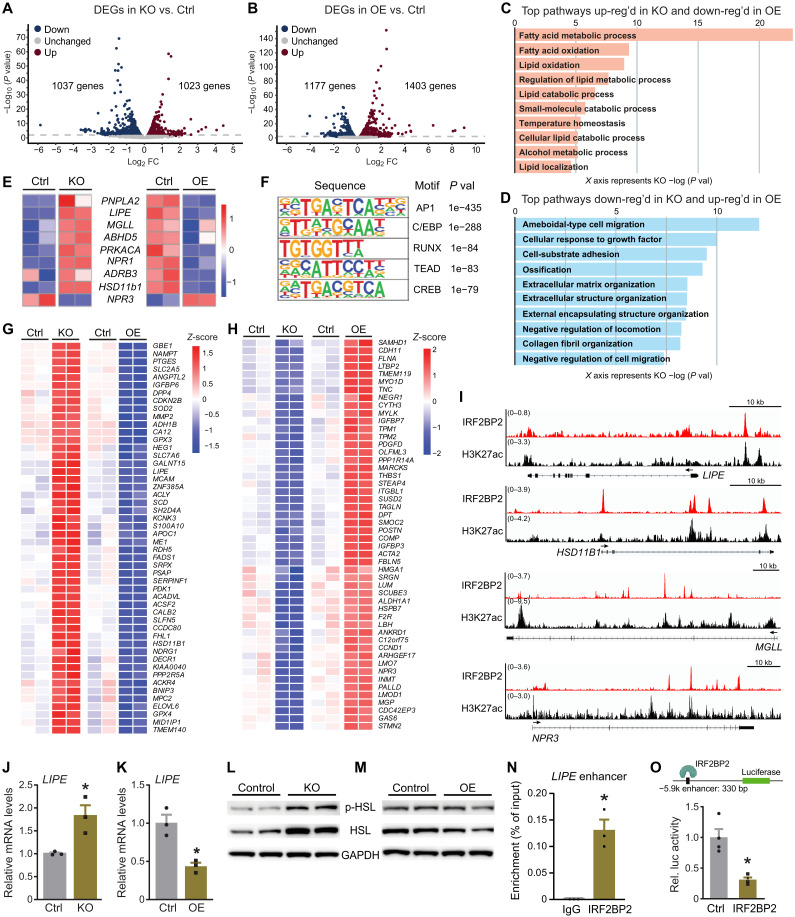
Identification of IRF2BP2 target genes including *LIPE*. (**A** and **B**) Volcano plots showing results from RNA-seq analyses of control (Ctrl) versus *IRF2BP2*-KO (A) and Ctrl versus IRF2BP2-overexpressing (OE) adipocytes (B). *X* axis: Fold changes in mRNA levels (log_2_ transformed) over Ctrl group. *Y* axis: −Log_10_ (*P* value) for significance. (**C** and **D**) Gene enrichment pathway analysis using Biological Processes (BP) database. (C) The top 10 pathways that are (i) up-regulated in KO and (ii) down-regulated in OE adipocytes. (D) The top 10 pathways that are (i) down-regulated in KO and (ii) up-regulated in OE adipocytes. (**E**) Heatmap showing the expression profile of lipolysis genes in KO and OE adipocytes, relative to control cells. (**F**) Motif analysis of IRF2BP2 binding regions in hAPCs subjected to differentiation cocktail for 1 day. (**G** and **H**) Expression heatmap of the top 50 IRF2BP2-repressed (G) and IRF2BP2-activated genes (H) that have nearby IRF2BP2 binding peaks. (**I**) ChIP-seq tracks for IRF2BP2 and H3K27Ac at *LIPE*, *MGLL*, *HSD11B1*, and *NPR3*. (**J** and **K**) Relative *LIPE* mRNA levels in (J) Ctrl and KO adipocytes and (K) Ctrl and OE adipocytes. (**L** and **M**) Western blot analysis of HSL, phospho-HSL, and GAPDH (loading control) levels in (L) Ctrl and KO adipocytes and (M) Ctrl and OE adipocytes. (**N**) ChIP-qPCR analysis for IRF2BP2 or IgG (control) at the −5.9-kb region of *LIPE* in mature hAPC-derived adipocytes. (**O**) Transcription assay showing activity of −5.9-kb region of *LIPE* in immortalized hAPCs transfected with control vector (Ctrl) or IRF2BP2-expressing vector. For (J), (K), (N), and (O), unpaired two-tailed Student’s *t* tests were used. *P < 0.05.

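At an unadjusted p under 0.05 by edgeR's quasi-likelihood test, the level at which the volcano plots were coloured, 1178 genes were higher and 1136 lower in the libraries labelled KO, and 1502 were higher and 1356 lower in OE. With library size in place of TMM, these became 711 higher and 1841 lower in the libraries labelled KO, and 1613 and 1210 in OE, so the balance of directions depends on the normalization. The genes with the largest change among those past an FDR of 0.1 and at a mean of 10 CPM or more were *SCUBE3*, *RGS4* and *CA1* in the libraries labelled KO, all lower, with log2 fold changes of -1.85, -1.69 and -1.67 (edgeR adjusted p = 0.025, 0.072 and 0.0026). *CA1* is a gene of red blood cells that stood at 52.2 and 52.5 CPM in Ctrl and at 0.0732 CPM or less in every library of the OE experiment. It fell with other erythroid transcripts of the KO experiment, though not with all. Over the 21 erythroid genes at 1 CPM or more in Ctrl, log2 fold changes ran from -2.12 to 0.15, and 8 genes were called lower. *SCUBE3* moved the other way in OE, by 0.92 (edgeR adjusted p = 0.0057). In OE the 3 largest were *DEPTOR* at 2.69, *IFIT3* at -2.64 and *COL11A1* at 2.47 (edgeR adjusted p = 0.0013, 0.0049 and 1.6e-04). In each of these 6 genes the 2 groups did not overlap. The *SCUBE3* level in Ctrl was 128 CPM in replicate 1 and 75.4 CPM in replicate 2, the widest replicate gap among them in CPM. With single libraries left out, log2 fold changes in the libraries labelled KO ran from -2.18 to -1.41 for *SCUBE3* and from -2.30 to -1.24 for *RGS4*. Those of *CA1* ran from -1.72 to -1.63, so the order of these 3 genes is not settled.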

To identify genes that may be directly regulated by IRF2BP2, we performed ChIP-seq analysis for IRF2BP2 in hAPCs following stimulation with adipogenesis cocktail. Motif analysis of IRF2BP2 binding regions identified a strong enrichment of motifs for several transcription factors, especially activating protein 1 (AP1) and CCAAT/enhancer binding protein (Fig. 2F). 

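The expression behind Fig. 2, G and H, can be followed gene by gene; the ChIP-seq data are not analysed here. All 50 genes shown as repressed were higher in the libraries labelled KO past an FDR of 0.1 by edgeR's quasi-likelihood test, and all 50 were lower in OE, 46 of them past the threshold. The remaining *APOC1*, *ME1*, *PPP2R5A* and *SH2D4A* had edgeR adjusted p-values of 0.11, 0.12, 0.13 and 0.16 in OE. All 50 genes shown as activated were lower in the libraries labelled KO past the threshold, and all 50 were higher in OE, 49 past it and *HMGA1* not (log2 fold change 0.32, edgeR adjusted p = 0.22). These 5 genes are named because they fell short, after their values were seen. With edgeR's exact test all 50 repressed genes were called in OE and again 49 of the activated genes. Adjusted over the list alone, 50 genes of each figure panel were called in each experiment, which is not independent evidence, since the study chose the panels on these libraries.

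Ranked by the smaller of the 2 changes at a mean of 10 CPM or more, the genes that rose most in the libraries labelled KO and fell most in OE included *DPP4*, with log2 fold changes of 0.90 and -1.36 (edgeR adjusted p = 0.092 and 0.0018). *SLC2A5*, a fructose transporter, followed with 0.89 and -1.04 (edgeR adjusted p = 0.0060 and 0.0021). The opposite pattern was led by *PPP1R14A*, with -1.63 and 1.53 (edgeR adjusted p = 0.019 and 0.014), and included *POSTN*, with -1.44 and 2.13 (edgeR adjusted p = 0.032 and 8.3e-04), and *A2M*, with -1.29 and 2.44 (edgeR adjusted p = 0.0024 and 1.6e-04). Each of these genes had non-overlapping groups in both experiments.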

Overlapping the RNA-seq and ChIP-seq datasets identified putative direct IRF2BP2 target genes that contained proximal binding sites and displayed IRFBP2-regulated expression (repressed or activated; Fig. 2, G and H). This list included several lipolysis-related genes (i.e., *LIPE*, *MGLL*, *HSD11B1*, and *NPR3*) (Fig. 2, G to I). 

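*MGLL*, which encodes monoacylglycerol lipase, lies on the minus strand of chromosome 3 from 127689062 to 128052190. Its level was 347 ± 33.4 CPM in Ctrl and 442 ± 5.03 CPM in the libraries labelled KO (SD, n = 2 each), a log2 fold change of 0.35 (SE 0.07, edgeR adjusted p = 0.068). In OE it was 352 ± 35.5 CPM against 383 ± 9.88 CPM in GFP, a log2 fold change of -0.12 that did not pass the threshold (SE 0.08, edgeR adjusted p = 0.48) in any of the 10 alternative processings, where the adjusted p ran from 0.42 to 0.58. One OE library, at 377 CPM, was level with GFP replicate 2 at 376 CPM. *NPR3*, on chromosome 5 from 32689070 to 32791724, encodes a natriuretic peptide clearance receptor. It fell by 0.90 on the log2 scale in the libraries labelled KO, from 112 ± 15.8 CPM to 60.0 ± 0.468 CPM (SE 0.11, edgeR adjusted p = 0.014). In OE it rose from 58.0 ± 3.60 CPM to 85.8 ± 0.842 CPM (log2 fold change 0.56, SE 0.08, edgeR adjusted p = 0.018). The binding sites at these genes are not analysed here.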

Many of the IRF2BP2 binding regions displayed peaks of H3K27-acetylation, suggesting that they correspond to regulatory regions (Fig. 2I).

### IRF2BP2 represses *LIPE* transcription

We next focused on the IRF2BP2-regulation of *LIPE*, which encodes the rate-limiting enzyme in adipocyte lipolysis. Quantitative real-time polymerase chain reaction (qRT-PCR) analysis on independent samples showed that *LIPE* mRNA levels were increased (~1.8-fold) by *IRF2BP2* deletion and (~60%) reduced by IRF2BP2 OE in human adipocytes (Fig. 2, J and K). HSL protein levels were similarly regulated, with IRF2BP2-KO cells displaying increased HSL protein levels and IRF2BP2-OE cells displaying lower HSL levels compared to control cells (Fig. 2, L and M). Levels of phosphorylated (activated) HSL followed a similar expression pattern (Fig. 2, L and M).

The ChIP-seq analysis identified a prominent IRF2BP2 binding site 5.9 kb upstream of the *LIPE* transcriptional start site. ChIP–quantitative PCR (qPCR) analyses showed that IRF2BP2 was highly enriched at this −5.9-kb region in mature adipocytes (Fig. 2N). To evaluate whether IRF2BP2 functions at this site, we performed luciferase-based transcription assays in an immortalized hAPC cell line. IRF2BP2 decreased the transcriptional activity of this putative regulatory region by ~70%, relative to the vector control (Fig. 2O). These results suggest that IRF2BP2 represses *LIPE* transcription via binding to the −5.9-kb region.

We next sought to determine the in vivo role of IRF2BP2 in adipocytes. To do this, we generated adipocyte-specific *Irf2bp2* KO (AKO) mice by interbreeding *Irf2bp2^flox^* and *Adiponectin* (*Adipoq*)-*Cre* mice. *Irf2bp2* mRNA and protein levels were significantly reduced in inguinal white adipose tissue (iWAT) and epididymal WAT (eWAT) of 12-week-old AKO compared to control mice (Fig. 3, A and B). Notably, *Irf2bp2* mRNA and protein levels were significantly higher in iWAT compared to eWAT (Fig. 3, A and B). AKO and control mice had similar body weights at 12 weeks of age (Fig. 3C). iWAT weight was reduced by ~25% in AKO mice compared to control mice, with no significant differences in either eWAT or brown adipose tissue (BAT) weights (Fig. 3, D and E). Hematoxylin and eosin (H&E) staining of iWAT sections showed that adipocyte size was reduced in iWAT of AKO compared to control mice, likely accounting for the reduced depot weight (Fig. 3, F and G). Circulating FFAs and glycerol were significantly elevated in AKO mice compared to control mice (Fig. 3H). Consistent with the in vitro adipocyte studies, *Lipe* expression was elevated in iWAT (2-fold increase) and eWAT (1.5-fold increase) of AKO compared to control mice (Fig. 3I). iWAT from AKO mice also expressed slightly higher levels of *Mgll* (Fig. 3J). *Irf2bp2* deficiency did not affect the expression of *Adipoq* or the lipogenic genes *Fasn*, *Scd*, and *Acly* (Fig. 3K). Circulating NEFA levels were also elevated in AKO compared to control mice housed at 30°C and exempt from thermal stress (fig. S3A). Treatment of mice with the β-adrenergic agonist norepinephrine (NE) induced circulating FFAs to higher levels of in AKO compared to control mice (fig. S3B). Fasting for 16 hours increased circulating NEFA levels and reduced WAT weights to similar levels in control and AKO mice (fig. S3, C and D).

**Fig. 3.**
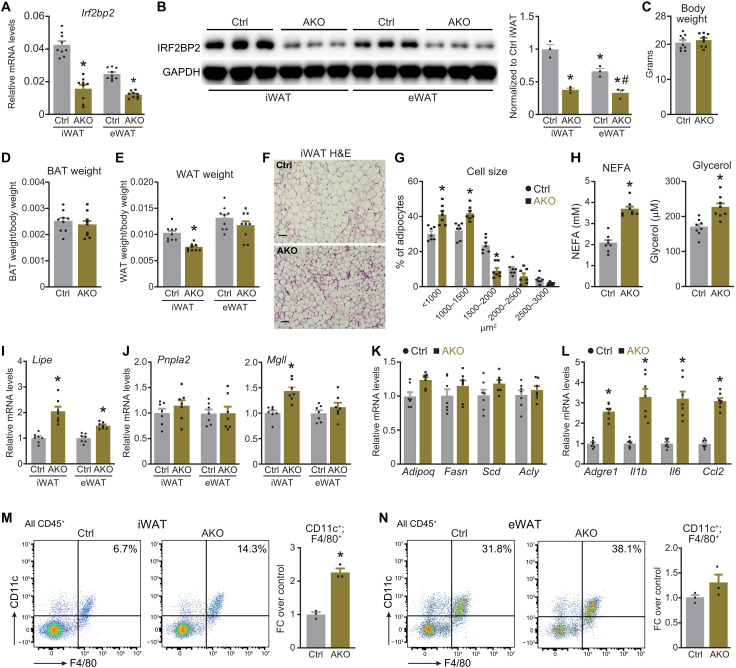
Adipocyte-specific deletion of *Irf2bp2* increases lipolysis and inflammation in adipose tissue. Control and AKO mice were assessed as follows. (**A**) Relative *Irf2bp2* mRNA levels in iWAT and eWAT. (**B**) Western blot analysis of IRF2BP2 and GAPDH (loading control) protein levels in iWAT and eWAT. Protein quantification was performed with imageJ. *P < 0.05 versus iWAT Ctrl; #*P* < 0.05 versus eWAT Ctrl. (**C**) Body weights (*n* = 9). (**D** and **E**) Weights of: (D) BAT and (E) iWAT and eWAT (*n* = 9). (**F**) H&E staining of iWAT (scale bar, 50 um). (**G**) Quantification of adipocyte size in iWAT (*n* = 7). (**H**) Circulating NEFA and glycerol levels under ad libitum fed conditions (*n* = 8). (**I**) Relative *Lipe* mRNA levels in iWAT and eWAT (*n* = 7). (**J**) Relative mRNA levels of *Pnpla2* and *Mgll* in iWAT and eWAT (*n* = 7). (**K**) Relative mRNA levels of adipocyte genes *Adipoq*, *Fasn*, *Scd*, and *Acly* in iWAT (*n* = 7). (**L**) Relative mRNA levels of inflammatory genes *Adgre1* (*F4/80*), *Il1b*, *Il6*, and *Ccl2* (*Mcp1*) in iWAT (*n* = 7). (**M** and **N**) Flow cytometry analysis of F4/80^+^; CD11c^+^ (CD45^+^) cells in stromal vascular cells from iWAT (M) and eWAT (N) (*n* = 3). In (A), (B), (E), (H), (I), (J), (L), and (M), unpaired two-tailed Student’s *t* tests were applied. Two-way ANOVA followed by Sidak’s test was applied for (G). *P < 0.05.

Elevations in adipose tissue lipolysis and FFAs can be associated with macrophage recruitment, inflammation, and metabolic dysfunction (*36*, *37*). Consistent with this, proinflammatory genes, including the macrophage marker *Adgre1* (i.e., *F4/80*), inflammatory cytokines *Il1b* and *Il6*, and chemokine *Ccl2*, were upregulated in the iWAT of AKO versus control mice (Fig. 3L). Furthermore, flow cytometry analysis revealed a ~2.5-fold increase in the proportion of proinflammatory F4/80^+^; CD11c^+^ cells in the stromal-vascular fraction of iWAT from AKO versus control mice (Fig. 3M). The proportion of F4/80^+^; CD11c^+^ cells was also increased, but to a lesser extent, in the eWAT of AKO mice (Fig. 3N). In addition, the circulating levels of inflammatory cytokines, interleukin-6 (IL-6), IL-1β, and monocyte chemoattractant protein-1 (MCP-1) trended to be higher in *Irf2bp2* AKO compared to control mice (fig. S3, E to G). We did not observe a difference in circulating adiponectin levels (fig. S3H). Hepatic triglyceride levels were increased in AKO mice, suggesting that adipose tissue–derived fatty acids accumulated in liver (fig. S3I). Together, these data indicate that IRF2BP2 represses adipocyte *Lipe* expression and suppresses lipolysis under basal conditions in mice.

### Adipocyte IRF2BP2 deficiency causes glucose intolerance in mice

We further tested whether the action of IRF2BP2 in adipocytes regulates systemic glucose metabolism and insulin sensitivity. We found that fasting glucose levels were significantly elevated in AKO mice compared to control mice at 12 weeks of age (Fig. 4A). During a glucose tolerance test (GTT), *Irf2bp2* AKO mice exhibited higher blood glucose levels at each time point, with significant differences at 15 and 30 min (Fig. 4B). The area under the curve (AUC) for GTT was higher in *Irf2bp2* KO mice (Fig. 4C). AKO mice also displayed reduced glucose-lowering effects of insulin during an insulin tolerance test (ITT), with elevated blood glucose levels at 0, 15, 60, 90, and 120 min (Fig. 4, D and E). The data suggest that IRF2BP2-mediated suppression of basal lipolysis is required to preserve systemic insulin sensitivity and glucose homeostasis.

**Fig. 4.**
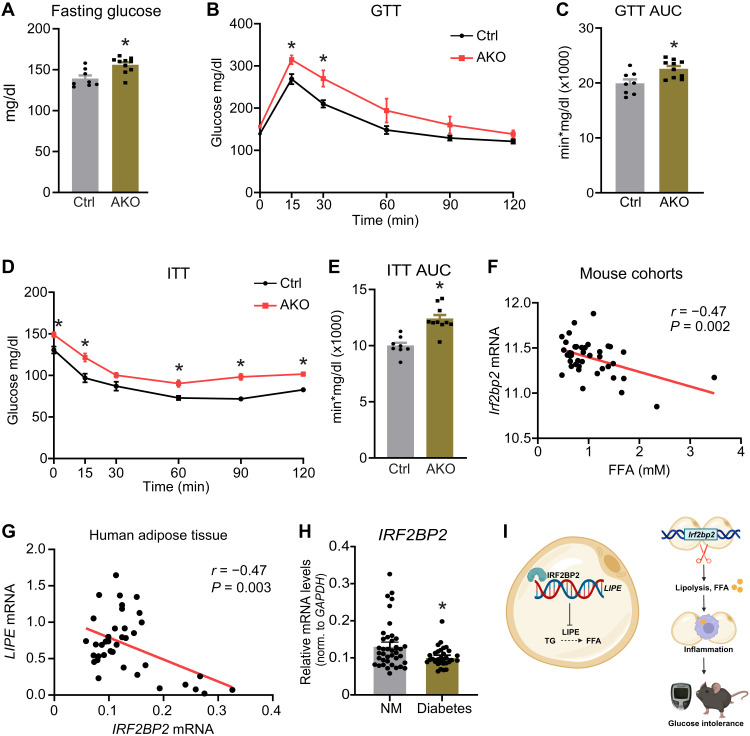
Adipocyte *Irf2bp2* deficiency causes glucose intolerance. (**A** to **E**) Analysis of metabolic parameters in 12- to 14-week-old control (Ctrl) and AKO mice (*n* = 8 to 10). (A) Fasting glucose levels. (B) Intraperitoneal GTT. (C) GTT AUC values from (B). (D) Intraperitoneal ITT. (E) ITT AUC values from (D). (**F**) Correlation between *Irf2bp2* mRNA levels in subcutaneous adipose tissue and serum FFA levels in 42 mouse strains (data extracted from GeneNetwork database, EPFL LISP3 Cohort) (*38*). (**G**) Correlation between *IRF2BP2* and *LIPE* mRNA levels in subcutaneous adipose tissue from healthy, nondiabetic female individuals (*n* = 39). (**H**) *IRF2BP2* mRNA levels in subcutaneous adipose tissue from diabetic (*n* = 31) and nondiabetic individuals (*n* = 39). (**I**) Working model: (Left) IRF2BP2 transcriptionally represses *LIPE* expression in adipocytes to decrease the rate of lipolysis. (Right) Loss of IRF2BP2 (or its down-regulation in diabetes) increases lipolysis, leading to inflammation and impaired metabolic homeostasis. In (A), (C), (E), and (H), unpaired two-sided *t* tests were used. Two-way ANOVA followed by Sidak’s test was used in (B) and (D). Person correlational analysis was performed in (F) and (G). *P < 0.05.

### IRF2BP2 expression levels correlate with markers of lipolysis in mice and humans

We next assessed whether IRF2BP2 expression levels correlate with markers of lipolysis in mouse and human cohorts. In the GeneNetwork cohort that analyzed 42 different normal mouse strains (*38*), *Irf2bp2* mRNA was significantly negatively correlated (*r* = −0.47) with circulating FFA levels (Fig. 4F). To explore associations between IRF2BP2 and lipolysis in humans, we collected subcutaneous adipose tissue samples from nondiabetic (*n* = 39) and diabetic individuals (*n* = 31) for expression analysis. In the nondiabetic human cohort (*n* = 39), *IRF2BP2* mRNA levels were negatively correlated (*r* = −0.47) with *LIPE* mRNA levels in subcutaneous adipose tissue (Fig. 4G). *IRF2BP2* mRNA levels were slightly (~20%) but significantly decreased in adipose tissue from patients with diabetes, compared to nondiabetic individuals (Fig. 4H). Together, these studies strongly support a conserved role of IRF2BP2 in restraining *LIPE* expression and lipolysis in mice and humans.

## DISCUSSION

Dysregulated adipocyte lipolysis drives the development of insulin resistance and cardiometabolic disease. In this study, we identified a role for the transcriptional cofactor IRF2BP2 as a repressor of adipocyte lipolysis. IRF2BP2 levels negatively correlate with lipolysis in mouse and human adipose tissue. IRF2BP2 gain-of-function and loss-of-function analyses in human adipocytes showed that IRF2BP2 is necessary and sufficient to suppress lipolysis. Last, adipocyte-specific deletion of *Irf2bp2* in mice elevated NEFA levels, associated with increased adipose tissue inflammation and systemic insulin resistance.

Our results suggest that IRF2BP2 mainly restrains basal adipocyte lipolysis, without influencing the lipolytic response to catecholamines. The pan β-adrenergic agonist isoproterenol activated lipolysis to similar extents in IRF2BP2-expressing or IRF2BP2-deficient adipocytes relative to their respective control adipocytes. Moreover, control and *Irf2bp2* KO mice exhibited comparably high levels of circulating NEFA levels following a 16-hour fast. The rate of basal (or resting) adipocyte lipolysis increases in obesity and correlates with cardiometabolic complications (*39*, *40*). Additional studies show that elevated lipolysis correlates with the early phase of impaired glucose tolerance in humans (*41*, *42*). Mechanistically, excess FFAs released from adipocytes trigger proinflammatory cytokine production (i.e., IL-6, IL-1β, and tumor necrosis factor–α) and provoke tissue inflammation (*43*, *44*). In line with this, adipocyte *Irf2bp2* deficiency led to adipose tissue inflammation and systemic insulin resistance in the absence of high-fat diet or weight gain. These results suggest that chronically high levels of basal lipolysis can trigger inflammation and insulin resistance.

Our results further suggest that IRF2BP2 controls lipolysis via regulating the transcription of *LIPE*. Previous studies revealed that upstream stimulatory factor and PPARγ bind to the *LIPE* promoter and modulate its transcription (*25*, *26*). Our ChIP-seq analysis indicate that IRF2BP2 binds to an upstream region in the human *LIPE* gene, representing a potential enhancer. Motif analysis of IRF2BP2 binding regions in adipocytes suggest that IRF2BP2 interacts with one or more member(s) of the AP1 family of transcription factors [e.g., activating transcription factor 2 (ATF2), JUN, FOS proteins] to regulate *LIPE* enhancer activity. Notably, IRF2BP2 was recently shown to interact and repress the function of the AP1 heterodimer ATF7/JDP2 in leukemia cells (*45*). Additional studies using JNK (upstream kinase of JUN) and p38 (downstream effector of ATF2) inhibitors (*46*, *47*) suggest that adipocyte lipolysis may be regulated by ATF2 and JUN, although the involved mechanisms remain unclear. Further studies are required to determine whether IRF2BP2 interacts with AP1 transcription factors to control LIPE expression and lipolysis.

Loss of *Irf2bp2* had a more pronounced effect in the subcutaneous iWAT as compared to the visceral eWAT depot. This may relate to the significantly higher expression levels of IRF2BP2 in iWAT. It is well established that iWAT and eWAT exhibit distinct responses to metabolic and inflammatory signals (*48*). eWAT undergoes higher rates of lipolysis (*48*) and harbors more proinflammatory macrophages (*49*). Loss of IRF2BP2 may be more consequential in iWAT because of the lower levels of lipolytic stimuli. Future studies are warranted to explore the differential regulation and roles of IRF2BP2 in different fat depots.

Reducing fatty acid levels can ameliorate insulin action and improve cardiometabolic health, underscoring the therapeutic potential of targeting this pathway (*3*, *5*, *50*–*52*). For example, treatment of mice with the ATGL inhibitor, atglistatin, lowers circulating fatty acids, decreases adipose inflammation, reduces liver fat, and ameliorates glucose homeostasis (*51*). Similar findings are observed in *Mgll* mutant mice, in *Lipe* haploinsufficient mice, and in mice treated with an HSL inhibitor (*3*, *52*). Thus, increasing the function of IRF2BP2 in adipocytes may provide a selective strategy to blunt basal lipolysis and reduce chronic inflammation.

## MATERIALS AND METHODS

### Mice

The mice used in our study were housed and cared for by the University of Pennsylvania University Laboratory Animal Resources in accordance with the guidelines set forth by the University of Pennsylvania Institutional Animal Care and Use Committee (IACUC). All animal procedures were performed following the guidance of the IACUC under approved protocol no. 805649. Mice were maintained at room temperature on a normal chow diet and subjected to a 12-hour light/dark cycle unless specified otherwise. *Adipoq-Cre* mice were obtained from the Jackson Laboratory [strain name: B6;FVB-Tg(*Adipoq-cre*)1dEvdr/J, RRID:IMSR_JAX:010803] (*53*). The *Irf2bp2* loxP/loxP strain was provided by A. Stewart (*28*). Mice were euthanized by CO_2_ asphyxiation, followed by cervical dislocation. Blood (fed condition) was collected by cardiac puncture and subjected to centrifuge for plasma NEFAs (HR series NEFA, WAKO) and glycerol (Randox) determination. Circulating adiponectin levels were evaluated by an enzyme-linked immunosorbent assay kit (Proteintech). Fat tissues were immersed in 4% formaldehyde for histology analysis or immediately cryopreserved for protein and mRNA analysis. For the thermoneutral studies, mice were housed at 30°C for 7 days. For NE stimulation studies, mice received an intraperitoneal injection of NE at a dose of 0.8 mg/kg, and blood was collected 60 min after injection for NEFA measurement.

### Mouse metabolic phenotyping

GTT and ITTs were conducted in male mice aged 12 to 14 weeks. For GTTs, a 6-hour fasting period preceded the intraperitoneal administration of 1.5 g of glucose per kilogram, delivered as a 20% d-glucose solution dissolved in sterile water. For ITTs, mice were fasted for 4 hours, followed by a bolus intraperitoneal injection of insulin (0.65 U/kg; Humulin, Novo Nordisk). Blood glucose levels were monitored from the tail-tip using an automatic glucometer (Contour Next, Bayer) at baseline and at 15, 30, 60, 90, and 120 min after injection.

### Flow cytometry analyses

Stromal vascular cells were isolated from adipose tissue depots for analyses. Dissected and minced adipose tissue was washed in phosphate-buffered saline (PBS) followed by digestion in Dulbecco’s modified Eagle’s medium (DMEM)/F12 medium (Gibco Invitrogen) containing dispase (2.4 U/ml), type I collagenase (1.5 U/ml; Gibco Invitrogen), and 1% bovine serum albumin (BSA) at 37°C with constant shaking for 30 min. The digestion was quenched with DMEM/F12 medium supplemented with 10% fetal bovine serum (FBS). The digested cell suspension was filtered through a 100-μm mesh filter (BD Biosciences) and centrifuged at 400*g* for 4 min at 4°C. Red blood cells were lysed by incubating cell suspensions in a hemolysis buffer for 4 min. Cells were suspended in FBS-containing medium and further filtered using a 70- and a 40-μm mesh, followed by centrifugation (400*g*, 4 min). Cell pellets were resuspended in fluorescence-activated cell sorting (FACS) buffer (0.5% BSA and 2 mM EDTA in PBS) and incubated with fluorophore-conjugated antibodies for 45 min at 4°C in the dark. The following antibodies were used: CD45–allophycocyanin (APC)/Cy7 (103116, BioLegend), F4/80-APC (123116, BioLegend), and CD11c-phycoerythrin (12-0114-82, eBioscience). 4′,6-Diamidino-2-phenylindole (DAPI) was used for viability staining. After three washes with FACS buffer, stained cells were suspended in 200 μl of FACS buffer for analysis. The CytoFlex Flow Cytometer (Beckman) was used to acquire 40,000 events for each sample. Unstained and single stain controls were used for setting compensation and gates. Debris, cell aggregation, and dead cells (DAPI^+^) were excluded. Macrophages were identified as CD45^+^;F4/80^+^, and M1 macrophages were identified as CD45^+^;F4/80^+^;CD11c^+^. Data were analyzed using FlowJo v10 (FlowJo).

### Cytokine multiplex array assay

Mouse plasma samples were diluted twofold with PBS and subjected to cytokine multiplexing analysis using the Luminex 200 system (Luminex, Austin, TX, USA) by Eve Technologies Corp. We used the mouse Focused 10-Plex Discovery Assay (MilliporeSigma) according to the manufacturer’s protocol.

### Hepatic triglyceride measurement

Liver samples weighing 50 to 100 mg were homogenized using a tissue lyser (25 Hz, 5 min) in a lysis buffer composed of 140 mM NaCl, 2.5% Triton X-100, 0.2% sodium deoxycholate, and 50 mM tris (pH 7.4). Triglyceride (TG) levels were quantified using the Stanbio Triglyceride LiquiColor kit. Following the manufacturer’s instructions, 2 μl of the sample or standard was added to 200 μl of the TG enzymatic mix, incubated for 10 min, and the reactions were subsequently assayed in a plate reader at 500 nm.

### hAPCs and adipogenic differentiation

hAPCs were obtained from subcutaneous adipose tissue samples collected through lipoaspiration. hAPCs were differentiated into mature adipocytes using DMEM/F12 medium supplemented with 5% FBS and treated with a cocktail consisting of 2.5 × 10^−8^ M insulin, 10^−5^ M dexamethasone, 5 × 10^−4^ M 3-isobutyl-1-methylxanthine (IBMX), and 10^−6^ M rosiglitazone for 14 days. For ChIP and luciferase assays, hAPCs were treated with differentiation cocktail without rosiglitazone.

### Lentivirus transduction

hAPCs were seeded in 60- or 100-mm culture dishes and transduced with lentivirus using the lentivirus viraductin kit from Cell Biolabs. Lentivirus used in the experiments were produced by human embryonic kidney–239T cells (American Type Culture Collection). Lentivirus for *IRF2BP2* KO was produced using lentiCRISPR v2 (Addgene plasmid no. 52961) carrying guide RNAs (gRNAs) targeting *IRF2BP2*. The gRNAs were designed using CRISPOR (*54*) and IDT CRISPR web design tools and synthesized by IDT. IRF2BP2 OE lentivirus was produced using plenti backbone plasmid (Addgene plasmid no. 17448) containing the full-length coding sequence cloned from hAPCs. Plasmid sequences were confirmed by Sanger sequencing (Genewiz).

### qRT-PCR and RNA-seq analysis

Tissue RNA was harvested using Trizol (Invitrogen) according to the manufacturer’s protocol. Reverse transcription reactions were performed with High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). qRT-PCR was performed using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) on a QuantStudio 5 instrument (Thermo Fisher Scientific). Primers used for qRT-PCR reactions were summarized in table S1. Relative gene expression levels were calculated by the ddCt method using the housekeeping gene *GADPH* (human) or *Gapdh* (mouse) as control.

For RNA-seq, extracted cellular total RNA samples were sequenced by NovaSeq 6000 PE150 (Novogene). The raw paired-end Fastq files were trimmed using the tool TrimGalore (version 0.6.5) with default parameters and paired option enabled. The trimmed files were then aligned to the GRCh38 (version 104) genome using kallisto (version 0.46.1) with the default parameters of the kallisto quant command for paired-end data (*55*). Kallisto output files were read into R (version 4.3.0) and differentially expressed genes were generated by EdgeR (version 4.0.2) (*56*). Volcano plots were generated using the package ggplot2 (version 3.4.4) where genes with a *P* value less than 0.05 were colored on the basis of expression. The enrichment analysis was performed with gprofiler2 (version 0.2.2) using genes with a false discovery rate less than 0.1, positive or negative logFC cutoff, and being ordered by significance. A gSCS (Set Counts and Sizes) correction method was applied to the enriched terms, organism was set to hsapiens, ordered query to TRUE, a cutoff of 0.001 for significance, and using the “Biological Processes” as the source. The top enriched pathways were plotted into bar graphs using the ggplot2 package where the terms were ordered on the basis of *P* value for merged datasets. Heatmaps were generated using packages ComplexHeatmap (version 2.16.0) and pheatmap (version 1.0.12). Rows were scaled to their relative scores (*z*-score) for both heatmaps. In fig. S2, heatmaps rows were clustered in ComplexHeatmap by their Euclidean distances with a ward.D2 clustering method and a k-means clustering of 4. The Venn diagram was generated using genes with a positive or negative fold change and a false discovery rate cutoff of 0.1 in which genes were compared between the different datasets to evaluate overlapping differentially expressed genes across conditions for the RNA-seq.

### Lipolysis and glucose uptake in adipocytes

Adipocytes were serum starved overnight in DMEM/F12 medium. The cells were then treated with 2% BSA, serum-free medium containing either PBS (control) or 10^−6^ M isoproterenol for 4 hours, and culture medium was collected for NEFA assessment (HR series NEFA, WAKO) and glycerol assessment (Randox) following the manufacturer’s instructions. The absorbance was measured in a colorimetric plate reader at a wavelength of 550 nm. NEFA and glycerol values were normalized to protein content, which was determined using Pierce BCA Protein assay. Glucose uptake was determined using a Promega Assay Kit (J1342). Briefly, overnight serum-starved adipocytes were washed with PBS, followed by treatment with 10^−8^ M insulin for 1 hour in glucose-free medium. Cells were then subjected to 2-deoxyglucose uptake, acid termination, neutralization, and luminescence measurement.

### Western blotting

Cells were lysed in radioimmunoprecipitation assay (RIPA) lysis buffer [NaCl 150 mM, NP-40 1%, sodium deoxycholate 0.5%, SDS 0.1%, and 50 mM tris (pH 7.4)] containing protease inhibitors (Roche), phosphatase inhibitors (Thermo Fisher Scientific), and 100 μM phenylmethylsulfonyl fluoride (Sigma-Aldrich). Adipose tissue depots were homogenized in RIPA buffer using the Qiagen TissueLyser (28 Hz, 4 min). Tissue homogenates were kept on ice for 30 min with intermittent vortex, followed by two to three rounds of centrifugation (15 min, 12,000*g*) to remove cell debris and lipids. Protein concentration was determined by bicinchoninic acid (BCA) assay. Lysates (30 μg) were separated on precast 4 to 12% bis-tris NuPage gels (Thermo Fisher Scientific) and transferred to polyvinylidene difluoride membranes. Proteins were detected using primary antibodies against IRF2BP2 (A303-190A, Bethyl Laboratories), phospho-LIPE (4126S, Cell Signaling Technology, Danvers, MA), LIPE (4107S, Cell Signaling Technology), and glyceraldehyde phosphate dehydrogenase (GAPDH) (MA5-15738, Thermo Fisher Scientific). Horseradish peroxidase–conjugated secondary antibodies i.e., anti-mouse (7076S, Cell Signaling Technology) and anti-rabbit (7074S, Cell Signaling Technology) were used, followed by SuperSignal West Pico PLUS ECL detection (Thermo Fisher Scientific). Blotting images were scanned using Amersham ImageQuant 800 (Cytiva). Bands were quantified using ImageJ.

### Dual-luciferase reporter assay

Luciferase reporter assay was performed as previously described (*57*). Immortalized hAPCs were seeded in 48-well plates. Cells were treated with the differentiation cocktail of insulin, dexamethasone, and IBMX for 24 hours, followed by transfection using Lipofectamine 3000 method (Thermo Fisher Scientific). For one well, 0.75 μl of lipofectamine 3000 and P3000 diluted with Opti-MEM medium (Thermo Fisher Scientific) were used. Firefly luciferase enhancer reporter vector (200 ng) was cotransfected with 200 ng of IRF2BP2 or empty pcDNA3.1 vector, with 5 ng of phosphoglycerate kinase (*Pgk*) promoter-driven *Renilla* luciferase as a normalization control for transfection efficiency. Cells were harvested 48 hours after transfection, and lysates were subjected to luminescence measurement. Luciferase assay was performed using dual-luciferase reporter assay (E1910, Promega) according to the manufacturer’s instructions.

### ChIP and CUT&RUN sequencing

ChIP was performed as described previously (*58*). Cells were treated with the differentiation cocktail of insulin, dexamethasone, and IBMX for 24 hours before chromatin collection. Sonicated input sample (10% of total chromatin) was saved and subjected to cross-link reversing and column purification. Sonicated chromatin samples were incubated overnight at 4°C with IRF2BP2 antibody in 1 ml of ChIP buffer [50 mM Hepes (pH 7.8), 140 mM NaCl, 1% Triton X-100, 0.1% Na-deoxycholate, and Complete protease inhibitor]. Immunoprecipitation was washed and then eluted by incubation at 65°C overnight in 50 μl of ChIP elution buffer [50 mM tris (pH 7.5), 10 mM EDTA, and 1% SDS] with 10 mM dithiothreitol. Beads were pelleted, and the supernatant was transferred to a new tube. DNA was subsequently isolated by columns (NucleoSpin, Takara). H3K27ac CUT&RUN experiment was similarly performed in hAPCs following manufacturer’s protocol (86652, Cell Signaling Technology). DNA bound by H3K27Ac (Active Motif) or immunoglobulin G (IgG) (Millipore) was collected. ChIP and CUT& RUN libraries were prepared and sent for next-generation sequencing (Novogene). Sequencing data were analyzed as previously reported (*57*). Briefly, reads were aligned using Bowtie2 (version 2.5.0), followed by MACS2 (version 2.2.8) peak calling and Homer (version 4.11) annotation and motif enrichment. For the ChIP-qPCR, cells were differentiated into mature adipocytes for 14 days following cocktail treatment. Adipocyte nuclei were isolated by douncing and subjected to ChIP assays using antibodies against IRF2BP2 and IgG as control. The eluted DNA was analyzed by qRT-PCR using primers specific for the *LIPE* enhancer region. Binding was quantified relative to the input DNA signal.

### Histology

Tissues were fixed in 4% paraformaldehyde overnight, washed in PBS, dehydrated in ethanol, paraffin embedded, and sectioned. Sections were stained with H&E. Images were captured on a Keyence inverted microscope. Adipocyte size was quantified with ImageJ software.

### IRF2BP2 correlational studies in mice and humans

*Irf2bp2* mRNA transcript expression and FFA levels in 42 mouse strains were determined using data extracted from GeneNetwork database (i.e., EPFL LISP3 Cohort) (*38*). We assessed the mRNA levels of *IRF2BP2*, *LIPE*, and *GAPDH* (normalization control) in subcutaneous adipose tissue samples from nondiabetic (*n* = 39) and diabetic (*n* = 31) female individuals that underwent bariatric surgery with an approved institutional review board protocol at Hospital of the University of Pennsylvania.

### Statistical analysis

Data analysis was performed with GraphPad Prism 10 software. No power calculations were performed before initiation of the study. All individual data points were plotted to assay normality. Data normality was assessed with Shapiro-Wilk test. For normally distributed data, two-sided *t* tests were performed where comparisons between two groups were being assayed. Nonparametric Mann-Whitney test was applied for data that were not normally distributed. Two-way and one-way analysis of variance (ANOVA) with pairwise comparisons were performed where comparisons between more than two groups were being assayed in cell or mouse studies. Correlational analysis was performed using GraphPad.

# Supplementary material for: Transcriptional regulation of adipocyte lipolysis by IRF2BP2
**Source:** Sci Adv. 2025 Jan 3;11(1):eads5963. doi: 10.1126/sciadv.ads5963
**Supplement:** Supplementary file 1 — Figs. S1 to S3 Tables S1 and S2

Supplementary Materials for  
**Transcriptional regulation of adipocyte lipolysis by IRF2BP2**

Yang Chen *et al.*

*Sci. Adv.* **11**, eads5963 (2025)  
DOI: 10.1126/sciadv.ads5963

**This PDF file includes:**

Figs. S1 to S3  
Tables S1 and S2

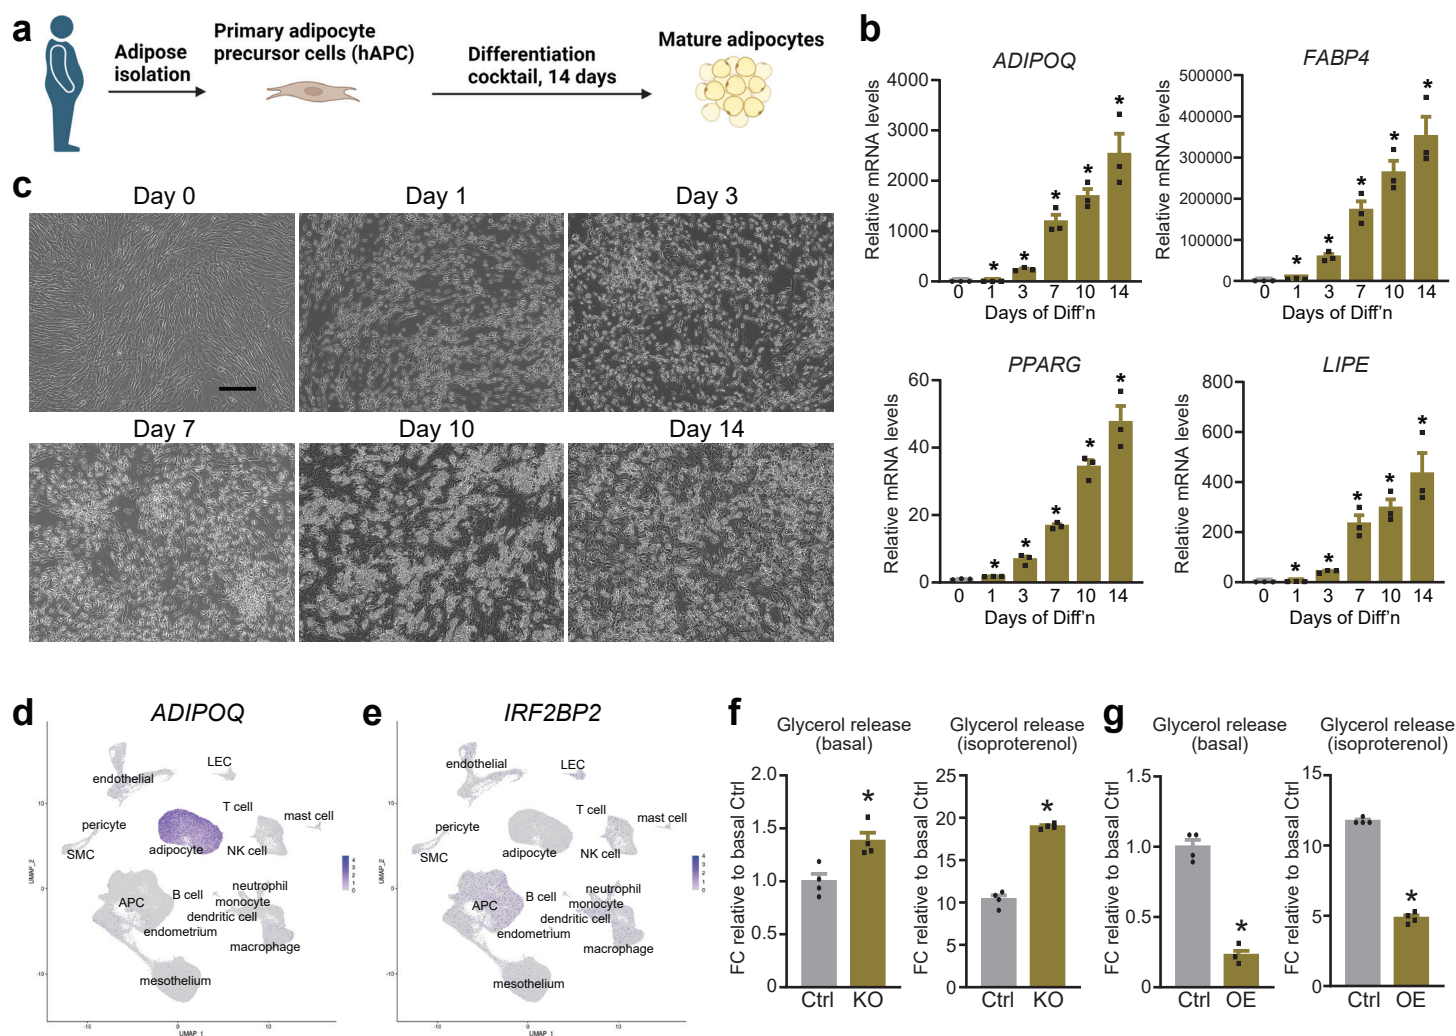

**Fig. S1. IRF2BP2 expression during human adipocyte differentiation**

**a**, Human adipocyte precursor cells (hAPC) isolated from subcutaneous adipose tissue were differentiated into mature adipocytes.  $n=3$  per timepoint. **b**, Relative mRNA levels of adipocyte genes *ADIPOQ*, *FABP4*, *PPARG* and *LIPE* during differentiation. **c**, Phase contrast images of adipocyte cultures during differentiation (scale bar, 100  $\mu$ m). **d-e**, UMAP of *ADIPOQ* and *IRF2BP2* expression in single nucleus RNA-seq dataset from human adipose tissue (35). **f-g**, glycerol release in IRF2BP2 knockout (KO) and overexpression (OE) adipocyte cultures under basal and isoproterenol (ISO) treated conditions. One-way ANOVA followed by Dunnett's test was used in **b**.

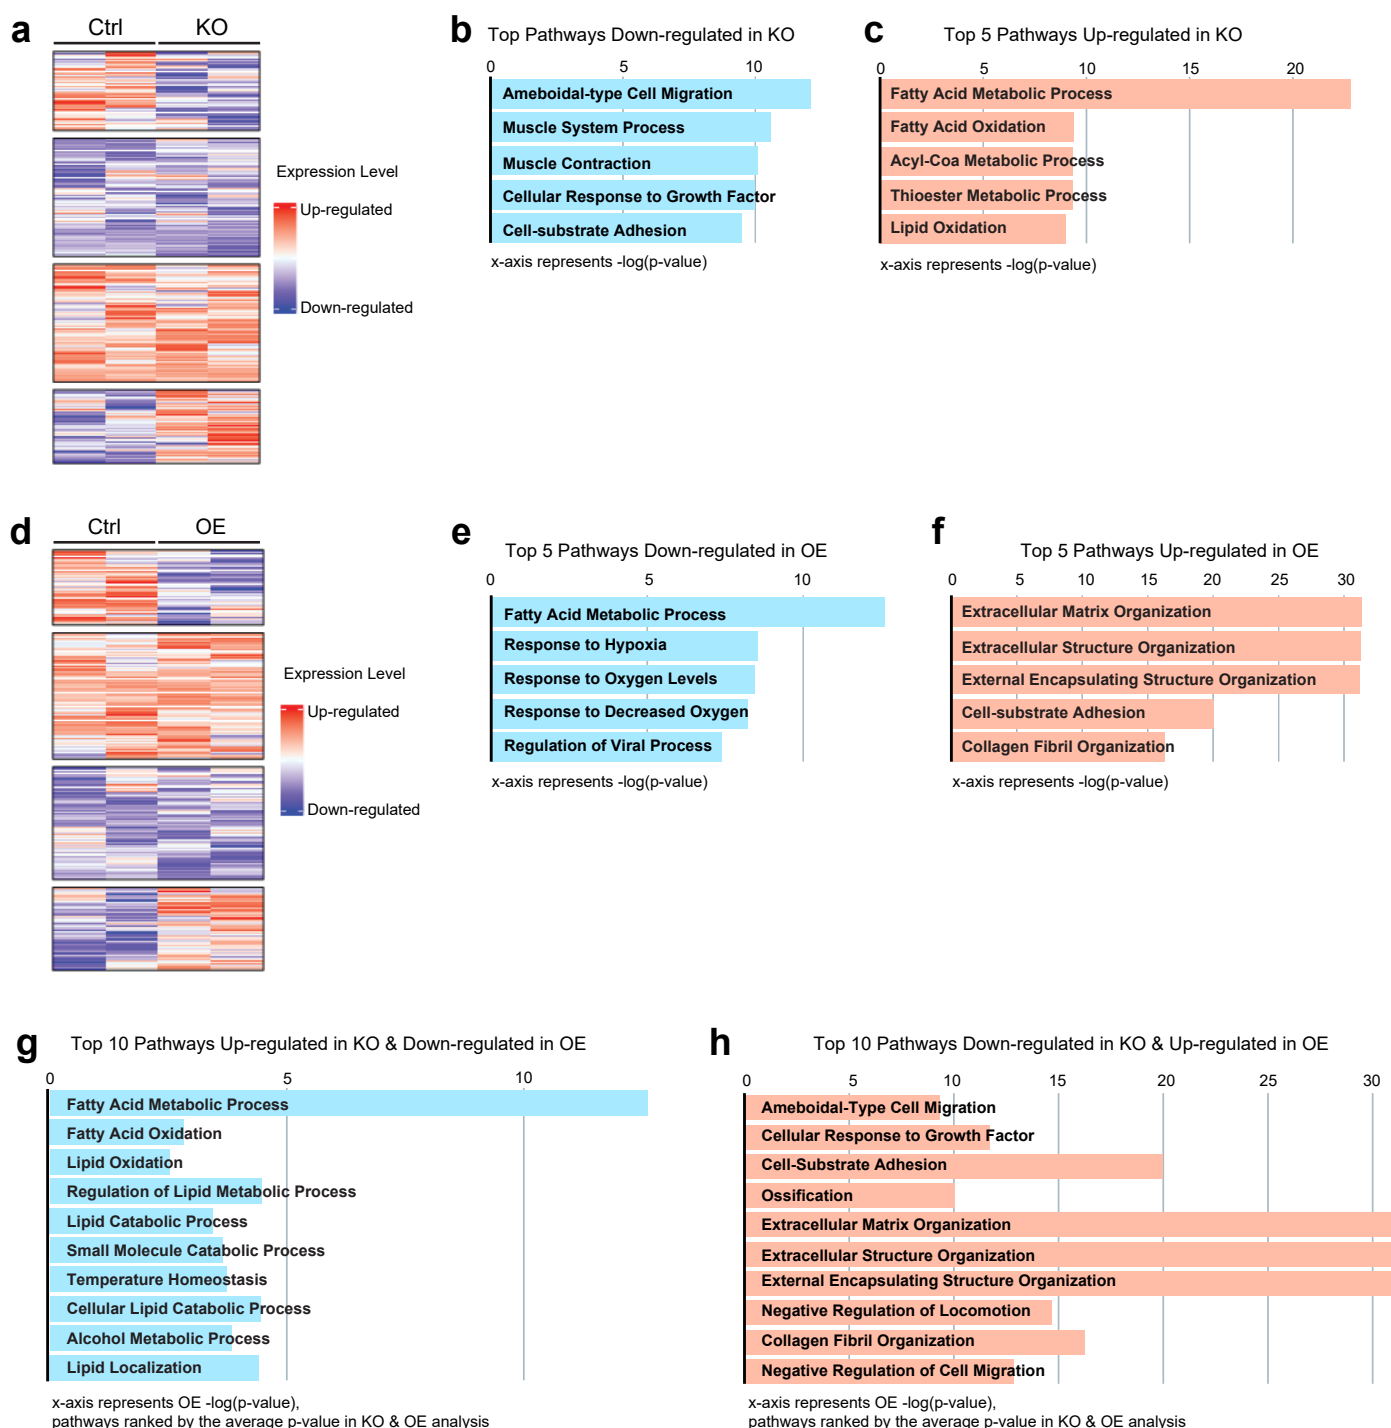

**Fig. S2. Bulk RNA-seq heatmap and pathway analysis**

**a**, Expression heatmap from RNA-seq analysis of Ctrl and KO adipocytes. **b,c**, Biological process (BP) enrichment in Ctrl vs. KO cells: (b) downregulated pathways; and (c) upregulated pathways. **d**, Expression heatmap from RNA-seq analysis of Ctrl and OE adipocytes. **e,f**, BP enrichment in Ctrl vs. OE cells: (e) downregulated pathways; and (f) upregulated pathways. **g,h**, BP pathways that are upregulated in KO and downregulated OE, in Ctrl vs. OE study: (g) downregulated pathways; (h) upregulated pathways.

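The heatmaps of fig. S2 show the 4 libraries of each experiment, and its bar graphs rank database terms by enrichment among the genes past the threshold. Hand-written lists, tested with limma's camera as for the main figure, give the size of the shifts behind such terms. Of the 12 lists, contractile genes of smooth muscle type fell furthest in the libraries labelled KO, with a median log2 fold change of -0.60 over 30 genes, 4 of them above 0 (limma adjusted p = 3.5e-34), and rose in OE with a median of 0.56, 28 of 30 above 0 (limma adjusted p = 2.1e-29). Over all genes tested 18 were called lower and 18 higher. With p adjusted over the list alone, 24 were lower and 1 higher in the libraries labelled KO, and 19 higher in OE. Fig. 2, E, G, and H names 11 of these 30 genes. Without them the medians were -0.40 and 0.44, with 7 called lower in the libraries labelled KO and 7 higher in OE. Lipogenesis genes rose by a median of 0.24 in the libraries labelled KO, 22 of 24 above 0 (limma adjusted p = 2.0e-20), and had a median of -0.23 in OE, 1 of 24 above 0 (limma adjusted p = 9.9e-09). Hypoxia response genes had medians of 0.17 and -0.30, with 30 and 4 of 36 above 0 (limma adjusted p = 3.1e-10 and 2.7e-21). Adipocyte markers had medians of 0.15, 21 of 26 above 0, and -0.13, 6 of 27 above 0 (limma adjusted p = 2.6e-09 and 3.3e-05). Precursor markers had medians of 0.01, 14 of 25 above 0 (-0.07 with library size in place of TMM), and 0.18, 16 of 26 above 0 (limma adjusted p = 0.35 and 6.9e-04). Inflammatory genes had -0.05 and -0.32, with 8 of 18 and 3 of 21 above 0 (limma adjusted p = 0.85 and 5.6e-05). Interferon-stimulated genes had 0.11, 22 of 39 above 0, and -0.80, 2 of 39 above 0 (limma adjusted p = 0.17 and 3.9e-17). With library size in place of TMM, the medians in the libraries labelled KO were -0.68 for contractile genes, 0.16 for lipogenesis (18 of 24 above 0), 0.09 for hypoxia (23 of 36) and 0.07 for adipocyte markers (16 of 26). Under fry the contractile and hypoxia lists passed 0.05 in both experiments, lipogenesis and adipocyte markers in the libraries labelled KO and precursor markers in OE. The other calls named here did not hold under fry, and none held under camera with an estimated correlation. The calls became, adjusted over the list alone, 16 higher lipogenesis genes in the libraries labelled KO and 15 lower in OE, from 13 and 9 over all genes tested. For the interferon list in OE they went from 14 lower to 30.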

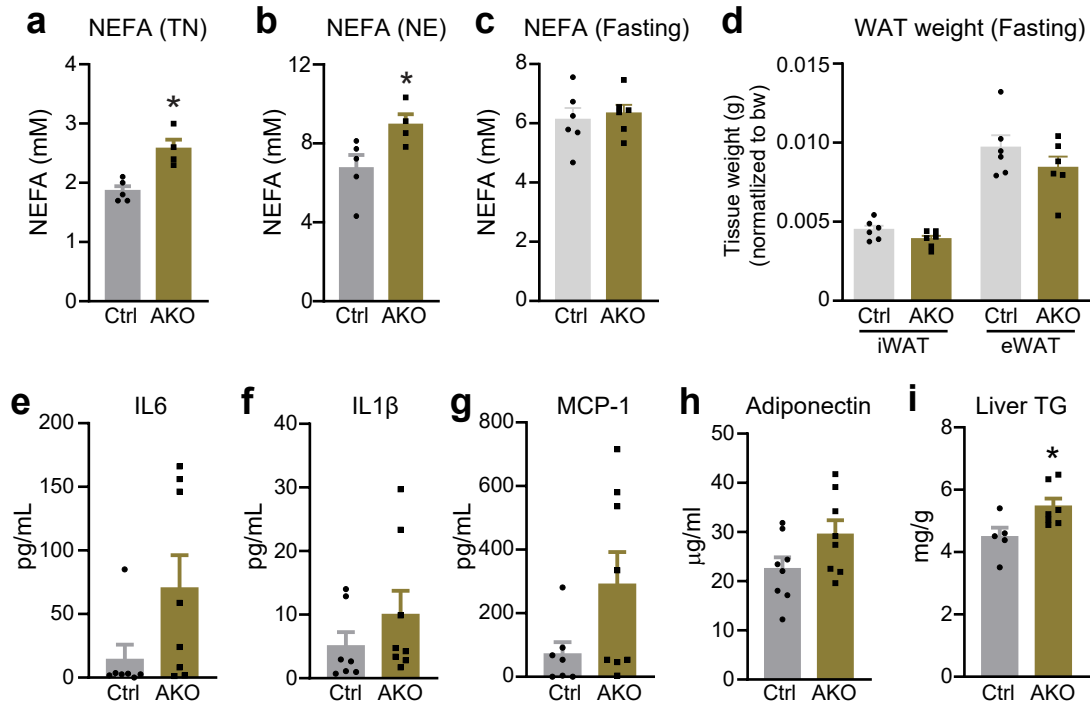

**Fig. S3. Adipocyte IRF2BP2 regulates lipolysis, inflammation and metabolic parameters**

**a-c**, Circulating NEFA levels in 12- to 14-week-old control and *Irf2bp2* AKO male mice under the following conditions: (a) housed at/near thermoneutrality (TN, 30C) for 7 days; (b) treated with 0.8 mg/kg norepinephrine 60 min before measurement; (c) following a 16-hour fasting period. **d**, Adipose depot (iWAT, eWAT) weights in control and *Irf2bp2* AKO male mice (n=6, age 12-14 weeks) following a 16-hour fasting. **e-h**, Circulating levels of: (e) IL6, (f) IL1 $\beta$ , (g) MCP-1, and (h) Adiponectin in 12- to 14-week-old control and AKO male mice (n=7-8). **i**, Hepatic triglyceride levels 12- to 14-week-old control and AKO male mice (n=5-7).

**Table S1. qRT-PCR and ChIP qPCR primer sequences**

| Gene             | Forward                 | Reverse                 |
|------------------|-------------------------|-------------------------|
| <i>GAPDH</i>     | TCCAAAATCAAGTGGGGCGA    | AAATGAGCCCCAGCCTTCTC    |
| <i>IRF2BP2</i>   | CATGATCTGGGACTTCACCG    | TCTCGATGACGAACTCGACG    |
| <i>PPARG</i>     | AACAGATCCAGTGGTTGCAGA   | CATGAGGGAGTTGGAAGGCT    |
| <i>ADIPOQ</i>    | AACATGCCCCATTTCGCTTTACC | TAGGCAAAGTAGTACAGCCCA   |
| <i>FABP4</i>     | CATGTGCAGAAATGGGATGG    | AACTTCAGTCCAGGTCAACG    |
| <i>LIPE</i>      | AGTGCTTCTTCGCCTACTGC    | GCAGATTTCGTTCCCCTGTTG   |
| <i>Gapdh</i>     | GGCATTGTGGAAGGGCTCAT    | AGATCCACGACGGACACATT    |
| <i>Irf2bp2</i>   | AGTTCTGTTTCCCTTGCTCC    | TCTTCACTTTCACATCTCCGG   |
| <i>Lipe</i>      | GGGTGATGAAGGACTCACCG    | GATGGCAGGTGTGAACTGGA    |
| <i>Adgre1</i>    | CTCAGTCTGCACCAATATCCTG  | CCACAGAGTTAGAGCAGTTGGAA |
| <i>Il1b</i>      | GTGTCTTTCCCGTGGACCTT    | AATGGGAACGTCACACACCA    |
| <i>Il6</i>       | AGAGACTTCCATCCAGTTGCC   | CCGGACTTGTGAAGTAGGGAA   |
| <i>Ccl2</i>      | AGGTGTCCCAAAGAAGCTGT    | AAGACCTTAGGGCAGATGCAG   |
| <i>Plnla2</i>    | TTCGCAATCTCTACCGCCTC    | AGCAAAGGGTTGGGTTGGTT    |
| <i>Mgl1</i>      | CGCGCAGTAGTCTGGCTCTA    | ATTCTGTGGAGTTCGCCTGG    |
| <i>Adipoq</i>    | ATCTGGAGGTGGGAGACCAA    | GGGCTATGGGTAGTTGCAGT    |
| <i>Fasn</i>      | GCTGCGGAAACTTCAGGAAA    | GAGTTGAGCTGGGTTAGGGT    |
| <i>Scd</i>       | CGAGGGCTTCCACAACCTACC   | AACTCAGAAGCCCAAAGCTCA   |
| <i>Acly</i>      | ACCATCATTGGGCCAGCTAC    | GACATGCCTCCTGAACGTGA    |
| <i>LIPE ChIP</i> | TTGCACTCACATTCTTGGCC    | GGAAGTGTGCTGACCTAGGT    |

**Table S2. Baseline characteristics of non-diabetic and diabetic subjects**

Diabetes status is determined by patient records and medication history. BMI: body mass index. TC: total cholesterol.

How the deposited data were processed for this re-analysis (not part of the article)

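RNA-seq measured transcript levels in 8 libraries of hAPC-derived adipocytes at day 14 of differentiation, 2 in each of the 4 groups (Ctrl, KO, GFP and OE). The authors trimmed the reads with TrimGalore, ran kallisto against GRCh38 and deposited estimated counts per gene symbol, without normalization, in a table for each of the KO and OE experiments. The paper's text does not name the step from transcripts to genes, the edgeR test or the gene filter. Of the 35483 symbols, 13763 were at 0 in all 4 libraries of the KO table and 12366 in those of the OE table. None of the 73542 and 80023 values above 0 was whole, and the values were rounded to whole counts before testing. A scaling for transcript length in the step from transcripts to genes is thus not excluded, and the values are read here as near to counts of reads, since those between 0.5 and 1.5 centred on 0.995 to 1.01 in the 8 libraries. All sample columns were mapped to a library by their names.

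Totals per library ran from 18129743 to 31439716 estimated counts, and the 10 most abundant genes took between 10.2% and 12.7% of them. A count of 3, the limit that a count of 0 allows, corresponds to between 0.0954 and 0.165 CPM, which covers counting error only. The libraries of a group differed beyond sampling noise in 41.7% of genes compared in Ctrl, 39.4% in KO, 49.5% in GFP and 45.3% in OE, so all were kept as separate samples.

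Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, glmQLFit and glmQLFTest), Benjamini-Hochberg adjustment and the paper's FDR of 0.1. Each experiment was fitted alone, on its own 4 libraries. The biological coefficient of variation was 0.131 in the KO table and 0.147 in the OE table. The scripts were tested on simulated counts with 200 changed genes, all of them better expressed and changed by the same size. The raised genes had median estimated log2 fold changes of 0.967 in KO and 0.998 in OE. Smaller changes were not simulated. The quasi-likelihood test recovered 88.0% and 92.5% of the 200 genes, with 15.4% and 15.9% false calls, where 10% is nominal. With edgeR's exact test 25.2% and 27.1% of calls were false, with its likelihood ratio test 26.0% and 29.9%, and with DESeq2 12.4% and 16.1%. Of 100 genes made to move opposite ways in each direction, 87 and 82 were recovered, with no false one. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01, threshold 0.05 over 24 tests of 12 lists), and with one-sided Fisher's exact tests among the genes that moved opposite ways. The paper's enrichment database was not used here.

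The genes named in the text were set by a rule: those the paper names for these libraries, *IRF2BP2* and its relatives, genes the paper measured by other means, the 5 repressed and 5 activated genes with the largest smaller change, the 3 highest and 3 lowest in both, and the 3 largest changes in each experiment at a mean of 10 CPM or more. Some of these are not printed. Genes chosen after their values were seen are marked as such. Coordinates come from the GENCODE annotation of GRCh38, in which 26540 of the symbols occur as written and 27703 with synonyms. Shared sequence was counted as 31-base words of annotated transcripts.

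The mapping of samples, the tests, the 12 gene lists and the alternatives were set before the data were examined. The alternatives were other normalizations (median of ratios, library size, upper quartile), other tests (edgeR's exact and likelihood ratio tests, the Wald test of DESeq2 1.42.0), other gene filters (none, or a mean of 1 CPM), a block for the replicate number, one fit of all 8 libraries, other thresholds (an FDR of 0.05, an unadjusted p of 0.05 or 0.01), each library left out in turn, and for lists fry, an estimated correlation and removal of the genes the paper names. Marker lists for other tissues (erythroid, other blood cells, skeletal muscle, neurons, liver) and for glycolysis were drawn up once the data had been examined. ChIP-seq, lipolysis and animal data are not analysed here.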

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

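All tests on these 3 signals were chosen after the signals had been seen, as were the marker lists, the limit of 10 times used to count their genes and the limits by which each test was judged. The numbers of genes were counted in place of summed CPM once it was seen that *SELENBP1*, at 145 CPM in Ctrl, which the OE experiment also expresses at 169 CPM in GFP, carried much of the erythroid sum. The spread of a list was at first judged by the 95th percentile of gene lists of like level, or by the range of its shifts, and then by how many such lists spread as little. The first limits were passed by all 3 lists. A ratio of Ctrl over GFP on erythroid genes picked for being high in Ctrl was dropped, since it restates the signal.

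Transcripts of red blood cell precursors, which the paper does not discuss, were present in the Ctrl libraries: of 28 erythroid genes, 21 had a mean of 1 CPM or more in Ctrl, against 7 over the GFP and OE libraries, and 13 were at least 10 times higher there than in GFP. *HBB* stood at 269 and 269 CPM in Ctrl, 83.5 and 96.8 CPM in the libraries labelled KO, and 1.83 and 1.94 CPM in GFP. *HBA1* stood at 114 and 107 CPM in Ctrl, 39.9 and 39.1 CPM in the libraries labelled KO, and 0.457 and 0.256 CPM in GFP. Whole blood is argued against by *S100A8* and *S100A9*, which had 0 counts in all 8 libraries. A comparison of medians does not decide, since their ratio in whole blood was not available. The 25 leukocyte and platelet genes had a median of 0.234 CPM in Ctrl (7 of them at 1 CPM or more), against 3.67 CPM over all 28 erythroid genes. A first form of that test, the median log2 ratio of Ctrl over GFP of those 25 genes, was 0.03 and did not decide, and a second set the 25 against the 13 erythroid genes only. RNA of erythroid cells at one lower share in the libraries labelled KO cannot be told apart from other causes of the fall. The log2 fold changes of the 13 genes centred on -1.61 (from -2.12 to -1.18, 6 past the FDR) with an SD of 0.246, but 165 of 2000 gene lists of like level (8.25%) had an SD as small, so the spread does not decide. Over all 21 genes the SD was 0.483 (median -1.47, from -2.12 to 0.15, 8 past the FDR), and 60.1% of such lists had one as small. *CA1*, one of the 3 largest changes called in the libraries labelled KO, is on the erythroid list, and its log2 fold change of -1.67 lies near the centre of the 13. The test was first run on the 21 and then narrowed to the 13. Which source of such RNA, and whether it lies in the cells, in the preparation or in reads assigned to the wrong library, was not tested, and it is confounded with the experiment.

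Skeletal muscle genes were present in the GFP and OE libraries: 30 of 30 had a mean of 1 CPM or more over the 4 libraries (28, 29, 30 and 27 in single libraries), against 8 over the Ctrl and KO libraries, and the means of 19 were at least 10 times higher. *ACTA1* stood at 23.6 and 28.7 CPM in GFP and 43.6 and 30.5 CPM in OE, and at 0.0497 CPM or less in every library of the KO experiment. Skeletal muscle RNA at one share per library is a candidate explanation: once one shift per library was removed, the 19 genes deviated with an SD of 0.203 on the log2 scale, and 8 of 2000 gene lists of like level (median 0.324) had an SD as small. The shifts ranged over 0.57, from -0.19 in GFP replicate 1 to 0.38 in OE replicate 1, and none of those lists had so wide a range. Genes regulated together in the cells would also move by a common factor. The list's genes were seldom called in OE (0 higher and 1 lower). A program of the cells, RNA of another sample and reads assigned to the wrong library stay open, and no biological explanation was tested.

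Neuronal genes showed the same pattern: 26 of 30 had a mean of 1 CPM or more over the GFP and OE libraries (24, 24, 27 and 26 in single libraries) against 8 over those of the KO experiment, and the means of 17 were at least 10 times higher. *SNAP25* stood at 8.37 and 8.27 CPM in GFP, 15.9 and 11.5 CPM in OE and at most 0.508 CPM in the KO experiment. Neuronal RNA at one share per library cannot be told apart from other causes: the SD after one shift per library was 0.299, and 779 of 2000 gene lists of like level had one as small. The shifts ranged over 0.71, wider than in any of those lists, highest in OE replicate 1 (0.48) and lowest in GFP replicate 1 (-0.23). OE replicate 1 was thus the highest library for muscle and neuronal genes alike. *STMN2*, which is on the neuronal list, is among the genes lower in the libraries labelled KO and higher in OE (log2 fold changes -1.50 and 1.27); it stood at 97.0 CPM in Ctrl, so it is not among those that appear in the OE experiment. Of the genes called in OE, 21 higher and 2 lower had a mean at least 10 times that in the KO experiment. Of those called in the libraries labelled KO, 1 higher and 9 lower had a mean at least 10 times that in the OE experiment.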

How the results depend on the processing

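KO stands here for the libraries labelled KO, whose own *IRF2BP2* mRNA was higher than in Ctrl. Unless a setting is named, edgeR's quasi-likelihood test was used. In the KO experiment 394 genes were higher and 278 lower, and in the OE experiment 546 and 456. These counts became 643, 606, 897 and 722 with edgeR's exact test, 667, 630, 923 and 741 with its likelihood ratio test, 797, 741, 1213 and 971 without a filter on low counts, 222, 159, 315 and 239 at an FDR of 0.05, and 1178, 1136, 1502 and 1356 at an unadjusted p of 0.05. With library size in place of TMM, the KO counts were 252 and 480. At an unadjusted p of 0.01, 429 were lower in KO. The simulation gave the exact and likelihood ratio tests the larger share of false calls, and without a filter more genes are tested. The cause of the other shifts was not tested.

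The genes higher in KO and lower in OE numbered 114. They were 78 with library size, 166 with the exact test, 170 with the likelihood ratio test and 236 without a filter. At an FDR of 0.05 they were 53, and at an unadjusted p of 0.05 they were 341. The genes lower in KO and higher in OE numbered 106, and 139 with library size, 177 with the exact test, 180 with the likelihood ratio test, 233 without a filter, 66 at an FDR of 0.05 and 336 at an unadjusted p of 0.05. Of the 114, 112 were also found with the exact test, and all 106 of the others. Genes higher in both (24) became 41, 41, 62, 11 and 99 with the exact test, the likelihood ratio test, no filter, an FDR of 0.05 and an unadjusted p of 0.05. Genes lower in both (5) became 8 with library size, 16 and 16 with the exact and likelihood ratio tests, 8 with DESeq2, 33 without a filter, 13 with all 8 libraries in one fit, 11 at an unadjusted p of 0.01 and 60 at 0.05.

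The correlation of the log2 fold changes stayed negative in every setting tried. It was -0.035 (Pearson) and -0.087 (Spearman) without a filter, -0.190 and -0.170 at a mean of 1 CPM, and -0.094 and -0.133 with all 8 libraries in one fit. With each library left out it ran from -0.131 to -0.0986 (Pearson) and from -0.160 to -0.119 (Spearman).

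Same-numbered libraries of the 2 groups did not deviate together (correlations 0.034 in the KO and -0.0044 in the OE experiment), so they share only a number. With the replicate number as a block, the OE counts were 283 and 192, the repressed set had 70 genes, and *LIPE* in OE kept its log2 fold change of -0.23 with an adjusted p of 0.19.

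*LIPE* in KO was called in all 10 alternatives, with log2 fold changes from 0.30 (library size) to 0.39, and in OE in 9 of 10, the block being the exception. At an FDR of 0.05, *LIPE* in OE (adjusted p = 0.076) would not pass. The fits that each left out one library gave no calls, and log2 fold changes from 0.37 to 0.40 in KO and from -0.26 to -0.20 in OE. With all libraries kept, the values that changed sign were *IRF2BP1* in KO (-6.9e-04 with median-of-ratios factors, -0.074 with library size and -6.7e-04 with DESeq2) and *FASN* in KO (-0.048 with library size), both near 0. Over the alternatives of the named genes, 790 values kept their direction and call, 10 lost a call, 16 gained one and 4 changed sign. Leaving out single libraries kept 277 values within the spread between replicates and moved 51 beyond it. It also changed the sign of *ABHD5* in KO (-0.38 to 0.10), *FASN* in KO (-0.05 to 0.12), *IRF2BP1* in KO (-0.06 to 0.07) and OE (-0.10 to 0.05), and *CCL2* in OE (-0.14 to 0.53).

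Of the camera results, none past 0.05 stayed there with an estimated inter-gene correlation. In KO the adjusted p was then 0.088 for lipolysis, hypoxia, lipogenesis and contractile genes, 0.12 for fatty acid oxidation and migration, 0.14 for adipocyte markers and 0.23 for ossification. In OE it was 0.088 for matrix and contractile genes, 0.12 for migration, ossification, precursor and hypoxia genes, 0.14 for lipolysis, 0.21 for lipogenesis, 0.23 for adipocyte and interferon-stimulated genes, 0.27 for inflammatory genes and 0.30 for fatty acid oxidation. Under fry, ossification in KO (0.073) and, in OE, fatty acid oxidation (0.090), adipocyte markers (0.073), interferon-stimulated genes (0.14), lipogenesis (0.073) and inflammatory genes (0.075) were no longer past 0.05. With library size, matrix genes in KO passed (0.0096). Without the genes the paper names, ossification gave 0.44 in KO and 0.15 in OE, and matrix (0.051) and inflammatory genes (0.36) in KO changed direction.

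Among the 114 genes, lipolysis gave 0.33 at an FDR of 0.05, and without the genes the paper names fatty acid oxidation gave 0.15 and hypoxia 0.11. Among the 106 genes, removal of those genes gave 0.19 for migration, 1 for ossification and 0.43 for precursor markers, which also went to 1 at an FDR of 0.05. These removals leave fewer genes in each list.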

Differences from the paper's values

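Directions in KO rest on the label of those libraries. The paper states 163 genes higher in KO and lower in OE, and the files gave 114 under the same FDR of 0.1, within 1.5 times. That set had 166 genes with edgeR's exact test and 170 with its likelihood ratio test. It was not within 1.5 times with library size (78), the replicate block (70), an FDR of 0.05 (53) and an unadjusted p of 0.05 (341). The paper states 175 genes lower in KO and higher in OE, and the files gave 106 under the same FDR of 0.1. Of the alternatives set before the data were examined, the values within 1.5 times of the paper's came with library size (139), edgeR's exact test (177), its likelihood ratio test (180), DESeq2 (129), no filter on low counts (233), all 8 libraries in one fit (135) and an unadjusted p of 0.01 (132). The others did not come that close: median-of-ratios factors (108), upper quartile (105), a mean of 1 CPM (114), the replicate block (94), an FDR of 0.05 (66) and an unadjusted p of 0.05 (336).

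The largest −log10 P in the volcano plots was read by eye as about 70 in Fig. 2A and about 150 in Fig. 2B, and the quasi-likelihood test gave 6.86 for KO and 7.81 for OE. This comparison was added after it was seen that the test statistics differ between tests. With edgeR's exact test the values were 81.8 and 145, with its likelihood ratio test 81.2 and 144, and with DESeq2 88.1 and 195, all within 1.5 times of the values read. The values with median-of-ratios factors (6.88 and 7.88), library size (7.24 and 8.26), upper quartile (6.97 and 8.17), no filter (23.8 and 246), a mean of 1 CPM (6.82 and 7.96), the replicate block (6.70 and 6.33) and all 8 libraries in one fit (8.00 and 9.73) were not.

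The paper reports *IRF2BP2* mRNA to be reduced in KO cells by qRT-PCR in Fig. 1B, while in the libraries labelled KO it was higher than in Ctrl (log2 fold change 0.56, edgeR adjusted p = 0.043). The paper places *PNPLA2* among the repressed genes. It was called in OE, and in KO without a filter on low counts (edgeR adjusted p = 0.012) and at an unadjusted p of 0.05 (0.022), but not at an FDR of 0.1 in the test used (0.21) or under the other alternatives set for named genes. The paper lists *MGLL* with the regulated genes, and it was called in KO but under no alternative in OE. Fig. 2E draws *ABHD5* as higher in KO, where the files gave a log2 fold change of -0.12 (edgeR adjusted p = 0.80). Of the repressed genes of Fig. 2G, *APOC1*, *ME1*, *PPP2R5A* and *SH2D4A* were not called in OE (46 of 50 called), while edgeR's exact and likelihood ratio tests called all 50 and DESeq2 49. *HMGA1* of Fig. 2H was called in OE by none of these 3 tests. All 5 genes had an unadjusted p under 0.05 in OE. The paper's Fig. 1F gives slightly higher *ADIPOQ* and *FABP4* mRNA in OE cells, measured by qRT-PCR, while the OE libraries had log2 fold changes of -0.19 (edgeR adjusted p = 0.12) and -0.26 (edgeR adjusted p = 0.087). *ADIPOQ* in OE was called lower with DESeq2 (0.059), without a filter on low counts (0.0025) and with all 8 libraries in one fit (0.032), and *FABP4* in OE was not called with the replicate block (0.12). Neither rose in OE under any alternative on the TMM-normalized scale. Relative to *GAPDH*, the reference of the qRT-PCR, *ADIPOQ* was higher in OE by 0.23 and *FABP4* by 0.16 on the log2 scale, the direction of Fig. 1F. The same scaling put *LIPE* higher in OE by 0.20, the reverse of Fig. 2K, and in KO by 0.24, the direction of Fig. 2J. The log2 ratios of *LIPE* to *GAPDH* were -0.55 and -0.76 in GFP against -0.50 and -0.42 in OE. The nearest libraries of the 2 groups were thus close, and no test was run on these ratios. On the TMM-normalized scale *LIPE* moved as in both panels. Its changes, 1.30-fold in KO and 0.85-fold in OE, were smaller than the paper's by qRT-PCR on independent samples.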

Other observations

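KO again means the libraries labelled KO. Of the tests in this part, the trends of GC content and length and the other splits of the libraries were written down before they were run; the others, and the limits by which all were judged, were chosen after the results had been seen.

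*IRF2BP2* mRNA was higher in the libraries labelled KO (54.4 and 51.5 CPM in Ctrl, 72.7 and 83.8 CPM in KO). An exchange of the Ctrl and KO labels is argued against by the genes past the FDR in both experiments, of which 220 of 249 moved opposite ways as labelled and 29 the same way. Reads of its paralogs are argued against by the 0.168% of its 31-base words that occur in *IRF2BPL* or *IRF2BP1*. That test was narrowed to the paralogs after it was seen that 644 of its 5373 words, 12.0%, are shared, 635 of them with a noncoding gene that overlaps it on the other strand and has no entry under its identifier in the tables, and that sharing stays open. Edited transcripts that carry a frameshift and are still counted, or a raised transcription of the edited gene, may explain the values, since a count of reads does not separate edited from unedited transcripts; neither was tested. The paralog *IRF2BPL* also rose in the libraries labelled KO (log2 fold change 0.43, edgeR adjusted p = 0.049).

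The opposite changes in the 2 experiments are not accounted for by GC content or transcript length: with cubic trends in both removed, the Pearson r over the 1351 genes called in either experiment with such values was -0.337, against -0.340 before (96.8% of the genes tested in both had values). The splits of the 4 libraries cannot give a share of 0.05, since there are 3: the real grouping gave 672 genes in KO and 1002 in OE, and each of the other 2 gave 0, so 1 of 3 splits gave as many in both experiments.

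Of the 12 gene lists set before the data were examined, contractile genes had the largest medians among those lower in KO and higher in OE (-0.60 and 0.56). Of the 30 genes on it, 11 are named in Fig. 2, E, G, and H, panels the study chose on these libraries. Without them the medians over 19 genes were -0.40 and 0.44, and 7 were called lower in KO and 7 higher in OE. With all 30 genes these calls numbered 18 and 18. *ACTA2* and *TAGLN*, chosen after their values were seen, had log2 fold changes of -0.52 and -0.70 in KO (edgeR adjusted p = 0.014 and 0.0048) and 0.97 and 0.98 in OE (edgeR adjusted p = 0.0022 and 0.0011). A changed share of adipocyte precursors stays open: in KO 4 precursor markers were called higher and 3 lower around a median of 0.01 (2 and 8 with library size), which decides nothing, and in OE 8 were called higher and 2 lower around a median of 0.18, the direction of the contractile genes. The paper does not discuss these genes as a group. A loss of contractile gene expression in the adipocytes themselves, or in another cell type of the cultures, was not tested and remains a hypothesis.

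Interferon-stimulated genes were lower in OE than in GFP, with a median log2 fold change of -0.80 over 39 genes, and 34 of 39 were higher in GFP replicate 2 than in replicate 1. *IFI27*, chosen after its values were seen, was at 10.4 and 61.6 CPM in GFP and 5.31 and 4.49 CPM in OE. Without GFP replicate 2 the median kept its direction, at -0.52 with 33 of 39 genes lower, and without GFP replicate 1 it was -1.14. Each of these fits leaves 1 GFP library, and the 2 GFP libraries differ from each other on this list. Whether a raised level in GFP replicate 2 alone accounts for the difference is therefore not decided. Removing GFP replicate 2 or 1 thus moves the size of the difference, and the list did not pass 0.05 under fry. A response of the GFP cultures to lentivirus and an effect of IRF2BP2 cannot be separated by these samples, and neither was tested.

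*GAPDH*, the paper's reference gene for qRT-PCR, fell from 1666 to 1243 CPM in OE (log2 fold change -0.42, edgeR adjusted p = 0.018), and 14 other glycolysis genes had a median of -0.24. Relative to *GAPDH*, the OE libraries had *LIPE* higher by 0.20, *ADIPOQ* by 0.23 and *FABP4* by 0.16 on the log2 scale, while their TMM-normalized levels were lower. For *LIPE* the direction relative to *GAPDH* is the reverse of the paper's qRT-PCR in Fig. 2K. That difference was not tested, and the *LIPE* ratio had an SD of 0.14 between the GFP libraries. *GAPDH* transcripts share 35.8% of their 31-base words with other genes, many of them pseudogenes. The qRT-PCR samples are other samples and are not analysed here.

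Few genes moved the same way in both experiments. *LBP* was lower in both, with log2 fold changes of -0.82 and -0.82 (edgeR adjusted p = 0.012 and 0.0049), as was *NQO1* (-0.48 and -0.43, edgeR adjusted p = 0.020 and 0.022). *COL21A1* was higher in both (0.86 and 1.42, edgeR adjusted p = 0.032 and 0.0088). Groups did not overlap in either experiment for these 3 genes. Liver genes, tried as a further marker list, had a mean of 1 CPM or more for 4 of 15 genes in the KO experiment and 8 of 15 in the OE experiment. The median of the list was 0.0497 and 0.0528 CPM in Ctrl and 0 and 0.0508 CPM in KO, against 0.609 and 0.732 CPM in GFP and 0.911 and 0.769 CPM in OE, the same direction as the muscle and neuronal lists. Its cause was not tested. Median log2 fold changes of that list were -0.03 and 0.09.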
